# PHYTOCHROME-INTERACTING FACTOR 4/HEMERA-mediated thermosensory growth requires the Mediator subunit MED14

**DOI:** 10.1093/plphys/kiac412

**Published:** 2022-09-05

**Authors:** Abhishesh Bajracharya, Jing Xi, Karlie F Grace, Eden E Bayer, Chloe A Grant, Caroline H Clutton, Scott R Baerson, Ameeta K Agarwal, Yongjian Qiu

## Abstract

While moderately elevated ambient temperatures do not trigger stress responses in plants, they do substantially stimulate the growth of specific organs through a process known as thermomorphogenesis. The basic helix–loop–helix transcription factor PHYTOCHROME-INTERACTING FACTOR 4 (PIF4) plays a central role in regulating thermomorphogenetic hypocotyl elongation in various plant species, including Arabidopsis (*Arabidopsis thaliana*). Although it is well known that PIF4 and its co-activator HEMERA (HMR) promote plant thermosensory growth by activating genes involved in the biosynthesis and signaling of the phytohormone auxin, the detailed molecular mechanism of such transcriptional activation is not clear. In this report, we investigated the role of the Mediator complex in the PIF4/HMR-mediated thermoresponsive gene expression. Through the characterization of various mutants of the Mediator complex, a tail subunit named MED14 was identified as an essential factor for thermomorphogenetic hypocotyl growth. MED14 was required for the thermal induction of PIF4 target genes but had a marginal effect on the levels of PIF4 and HMR. Further transcriptomic analyses confirmed that the expression of numerous PIF4/HMR-dependent, auxin-related genes required MED14 at warm temperatures. Moreover, PIF4 and HMR physically interacted with MED14 and both were indispensable for the association of MED14 with the promoters of these thermoresponsive genes. While PIF4 did not regulate MED14 levels, HMR was required for the transcript abundance of *MED14*. Taken together, these results unveil an important thermomorphogenetic mechanism, in which PIF4 and HMR recruit the Mediator complex to activate auxin-related growth-promoting genes when plants sense moderate increases in ambient temperature.

## Introduction

Plants are highly sensitive to environmental temperature changes. Moderately elevated ambient temperatures below heat shock (between 12°C and 27°C) do not trigger stress responses, but they may drastically alter plant growth and development, including rapid stem and root elongation, enhanced petiole hyponastic growth, early flowering, and reduced stomatal index. Collectively, these responses are referred to as thermomorphogenesis (Casal and Balasubramanian, 2019; Ludwig et al., 2021; Park et al., 2021).

Thermomorphogenetic responses, such as thermosensory hypocotyl elongation, involve massive transcriptomic reprogramming, as demonstrated in the model dicotyledonous plant Arabidopsis (*Arabidopsis thaliana*; Liu and Charng, 2013; Sidaway-Lee et al., 2014; Cortijo et al., 2017; Ding et al., 2018; Han et al., 2019; Bordiya et al., 2020; Jin et al., 2020; Lee et al., 2020, 2021b, 2021c). A major effect of this transcriptomic reprogramming is to activate genes involved in auxin synthesis, such as *YUCCA8* (*YUC8*), and auxin signaling, such as *INDOLE-3-ACETIC ACID INDUCIBLE 19* and *29* (*IAA19* and *IAA29*; Franklin et al., 2011; Sun et al., 2012; Ma et al., 2016; Zhu et al., 2016). PHYTOCHROME-INTERACTING FACTOR 4 (PIF4), a central transcriptional regulator of thermomorphogenesis (Qiu, 2020), activates these auxin-related genes in response to warm temperatures (Franklin et al., 2011; Sun et al., 2012; Ma et al., 2016; Zhu et al., 2016). PIF4 belongs to an eight-member basic helix–loop–helix (bHLH) transcription factor family, which was originally identified as a key player in transducing light signals perceived by the red/far-red (R/FR) photoreceptors known as phytochromes (Leivar and Quail, 2011). PIFs are integrators of light and various environmental and developmental signals (Leivar and Quail, 2011; Leivar and Monte, 2014; Pham et al., 2018). Although PIFs show apparent functional redundancy in multiple morphogenetic responses (Leivar and Monte, 2014; Pham et al., 2018), thermomorphogenesis is mediated primarily through PIF4 (Koini et al., 2009; Stavang et al., 2009; Kumar et al., 2012; Qiu et al., 2019). As an early ambient temperature signaling component, PIF4 is regulated at multiple levels, including transcription, post-translational modification, DNA-binding affinity, transcriptional activity, and protein stability (Qiu, 2020). Recent reports revealed distinct temperature-signaling mechanisms under different light conditions or photoperiod regimes, indicating more complex regulation of PIF4-mediated thermal responses by light quality, day length, and the circadian clock (Box et al., 2015; Park et al., 2017; Qiu et al., 2019).

Besides its role in thermomorphogenesis, PIF4 also activates growth-promoting genes during skotomorphogenesis (growth in darkness) and shade-avoidance responses (Leivar and Monte, 2014). PIF4 possesses a transactivation domain (TAD) that resembles that of PIF3 (Dalton et al., 2016; Yoo et al., 2021). The tomato PIF4 activates shade-induced genes by interacting with MED25, a tail component of the Mediator complex (Sun et al., 2020). These data suggest that PIF4 has a functional TAD that promotes shade-avoidance responses. However, whether PIF4’s TAD is equally important for its activity in thermomorphogenesis is unknown. We previously demonstrated that PIF4-mediated thermomorphogenetic control of growth-promoting gene expression requires the transcriptional coactivator HEMERA (HMR; Qiu et al., 2019). HMR physically interacts with PIF4 and activates the thermo-inducible PIF4 target genes through an acidic nine-amino-acid transactivation domain (9aaTAD). A weak allele named *hmr-22* harbors a D516N mutation in the 9aaTAD, largely disrupting HMR’s transactivation activity and leading to defects in the thermosensory growth (Qiu et al., 2015, 2019). Mechanistic insights into the function of HMR’s TAD in regulating PIF4 activity have yet to be revealed.

HMR’s 9aaTAD resembles the TADs present in prototypic acidic transcription activators, such as Viral Protein 16 (VP16), Galactose 4 (GAL4), General Control Nonderepressible 4 (GCN4), and Myelocytomatosis (MYC; Piskacek et al., 2007). These acidic TADs interact directly with subunits of the Mediator complex to facilitate the assembly or the stability of the RNA polymerase II (Pol II) preinitiation complex (PIC) at the transcriptional initiation site (Borggrefe and Yue, 2011; Vojnic et al., 2011). The Mediator complex is a multisubunit transcriptional coordinator that transmits signals from transcription activators to the Pol II preinitiation transcription activators and is required for the transcription of virtually all Pol II-transcribed genes (Dolan et al., 2017).

Much of our current understanding of the three-dimensional structure of the Mediator complex has come from studies performed on yeast and mammals (Robinson et al., 2016; Nozawa et al., 2017; Schilbach et al., 2017; Tsai et al., 2017; Chen et al., 2021; Rengachari et al., 2021). Despite the low sequence similarity between some Arabidopsis Mediator subunits and those of yeast and metazoans, more than 20 Mediator subunits are conserved across yeast, plants, and metazoans (Bourbon, 2008). Furthermore, the Mediator complexes in all three kingdoms share a generally similar modular composition, with subunits organized into head, middle, tail, and kinase subcomplexes (Malik and Roeder, 2010; Buendía-Monreal and Gillmor, 2016; Dolan and Chapple, 2017). The head and middle modules form the essential core Mediator that directly interacts with PIC (Nozawa et al., 2017; Schilbach et al., 2017). PIC-Mediator assembly further creates a Head-Middle sandwich to stabilize two Pol II C-terminal domain (CTD) segments and position CTD for phosphorylation (Chen et al., 2021). In contrast to the head and middle subunits, the subunits of the tail module are relatively loosely associated with each other and are targeted by activators and repressors (Malik and Roeder, 2010; Cevher et al., 2014; Zhao et al., 2021).

To further elucidate the molecular mechanism by which PIF4 and HMR recruit the transcriptional machinery when activating the expression of thermoresponsive genes, we performed a reverse genetic screen for Arabidopsis Mediator mutants that show reduced sensitivity to moderate temperature elevations. Here, we report the identification of MED14 as a key subunit of the Mediator complex that is recruited by PIF4 and HMR to activate auxin-related, growth-promoting genes in response to warm temperatures.

## Results

### MED14 is required for thermosensory hypocotyl growth

To investigate the role of the Mediator complex in thermomorphogenesis and search for Mediator subunits that work with PIF4 and HMR to induce the transcription of thermoresponsive genes, we first tested the thermal sensitivity of mutants of various Mediator subunits in continuous red (R) light. Most mutants of the Mediator subunits in the head, middle, and kinase modules showed similar responses to the warm temperature as wild-type—the ratio of hypocotyl length between 27°C and 20°C was comparable with those in the wild-type seedlings (Supplemental Figure S1). In comparison, mutants of several tail subunits, including MED14, MED16, and MED25, were hyposensitive to the increased temperature (Figure 1, A–C). The ratios of hypocotyl length at 27°C to that at 20°C in *med14* (SAIL_373_C07), *med16-2* (SALK_048091), *med16-3* (WISCDSLOX504A08), *med25-2* (SALK_129555C), and *med25-3* (SALK_059316C) were significantly lower than those of wild-type seedlings (Figure 1C). Among these mutants, *med14* showed the most dramatic reduction in thermomorphogenetic hypocotyl growth—it had only 37% of the wild-type thermal response and ∼70% of the wild-type hypocotyl length at 27°C. Besides, *med14* also showed a much shorter petiole length and smaller petiole angles than the wild-type at 27°C, indicative of two other thermomorphogenetic defects in petiole elongation and leaf hyponastic response (Figure 1D; Supplemental Figure S2).

**Figure 1:**
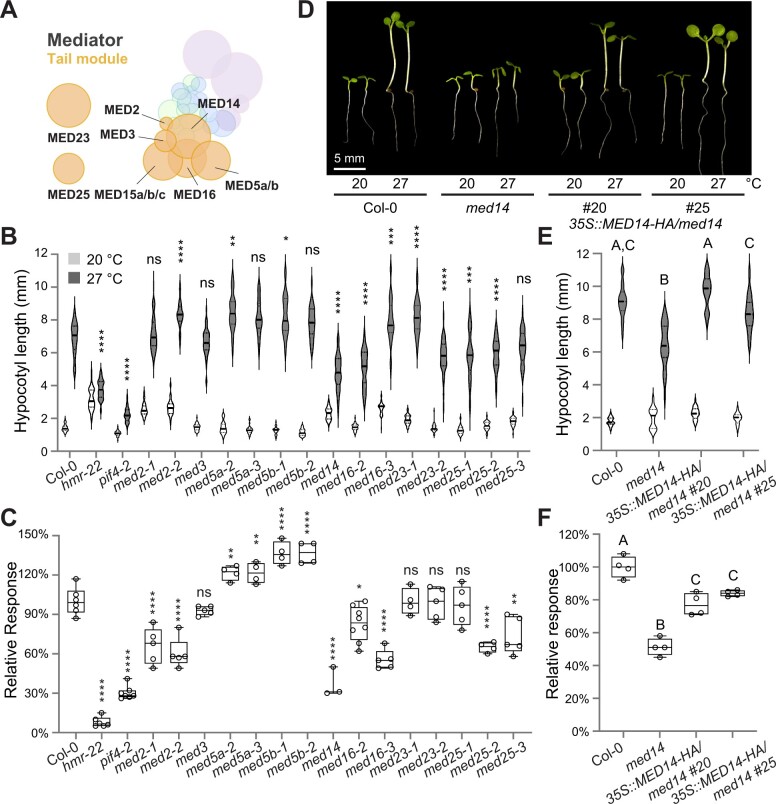
MED14 is a crucial regulator of thermomorphogenesis. A, Schematic illustration of the Arabidopsis Mediator complex, with an emphasis on components in the tail module. The size of each circle reflects the relative protein size (predicted molecular weight) of each Mediator subunit. The relative position of each Mediator component is based on the cryo-EM and crystal structures of yeast and human Mediator shown by Tsai et al., 2014 and Robinson et al., 2015 and interaction data of Arabidopsis Mediator subunits shown by Maji et al., 2019. Note that the positions of MED23 and MED25 in the tail module are undetermined. Protein subunits in each module are colored in different colors: head module, green; middle module, blue; tail module, orange; cyclin kinase module, purple. See supplemental data for clear compositions of each module. B, Hypocotyl length measurements of mutant seedlings of Mediator tail subunits. Seedlings were grown for 4 days in continuous red (R) light (50 µmol m^−2^ s^−1^). The white and grey violin plots represent hypocotyl length measurements at 20°C and 27°C, respectively. The elements of violin plots are as follows: solid line, median; lower dotted line, first quartile; upper dotted line, third quartile. The results of the one-way ANOVA analysis comparing the absolute hypocotyl length between Col-0 and each mutant grown at 27°C are shown (*n* > 30). ^****^P < 0.0001; ^***^P < 0.001; ^**^P < 0.01; ^*^P < 0.05; ns, not significant (*P* ≥ 0.05). C, Comparison of the relative thermal response among the seedlings in (B). The elements of box plots are as follows: center line, median; box limits, first and third quartiles; whiskers, minimum and maximum values; points, all data points. The relative response is defined as the relative hypocotyl response to 27°C of a mutant compared with that of Col-0 (which is set at 100%). The results of the one-way ANOVA analysis comparing the relative response between Col-0 and each mutant are shown (*n* ≥ 3). ^****^P < 0.0001; ^***^P < 0.001; ^**^P < 0.01; ^*^P < 0.05; ns, not significant (*P* ≥ 0.05). D, Representative images of 4-d-old Col-0, *med14*, and *35S::MED14–HA/med14* (#20 and #25) seedlings in continuous R light (50 µmol m^−2^ s^−1^) at either 20°C or 27°C. Images of seedlings grown in different conditions were digitally extracted and assembled for easy comparison. All the images were acquired using a Leica MZ10 F modular stereo microscope with the same settings (e.g. light, focus, and magnification). Scale bar, 5 mm. E, Hypocotyl length measurements of seedlings in (D). The elements of violin plots are the same as in (B). Different letters denote significant statistical differences between the absolute hypocotyl length of each line grown at 27°C (one-way ANOVA, *n* > 30, *P* < 0.0001). F, Comparison of the relative thermal response among the seedlings in (D). The elements of box plots are the same as in (C). Different letters denote significant statistical differences between the relative response of each line (one-way ANOVA, *n* ≥ 4, *P* < 0.0001).

The *med14* mutant (SAIL_373_C07) was the only viable T-DNA insertion line with dramatically reduced *MED14* expression (Zhang et al., 2013). To further confirm that the thermomorphogenetic defect of *med14* was caused by decreased *MED14* levels, we generated *MED14* overexpression lines in the *med14* mutant background. A full-length *MED14* CDS driven by the 35S Cauliflower Mosaic Virus (CaMV) constitutive promoter was expressed with a C-terminal human influenza hemagglutinin (HA) tag. The resulting transgenic plants, designated *35S::MED14–HA/med14*, successfully complemented the morphological phenotype of *med14* at 27°C and largely rescued its reduced sensitivity in thermomorphogenetic hypocotyl growth (Figure 1, D–F). Moreover, the transgene also completely recovered the thermo-induced petiole elongation and substantially restored the leaf hyponastic response of *med14* (Figure 1D; Supplemental Figure S2). These data further support that MED14 plays a crucial role in Arabidopsis thermomorphogenesis.

It is worth noting that *med14*’s defect in thermomorphogenesis was not limited to the continuous R light condition. When grown in continuous white light, the *med14* mutant was almost completely insensitive to the warmer temperature—while the wild-type seedlings showed a 2.8-fold increase in hypocotyl length between 27°C and 20°C, only a 1.1-fold increase was observed in *med14* (Supplemental Figure S3). These phenotypes highly resembled those of *pif4-2* and *hmr-22* mutants in the same condition, which motivated us to further investigate the relationship between MED14 and PIF4/HMR in thermomorphogenesis.

### MED14 regulates the thermal induction of key auxin-related PIF4 targets

PIF4 and HMR promote thermosensory hypocotyl growth by activating key genes in auxin biosynthesis (e.g. *YUC8*) and signaling (e.g. *IAA19* and *IAA29*). The identification of MED14’s role in thermomorphogenesis prompted us to test whether MED14 is the tail component that works with PIF4 and HMR in activating the expression of these growth-related, thermo-induced genes. Toward this end, we first examined the steady-state transcript levels of *YUC8*, *IAA19*, and *IAA29* in 4-day-old Col-0 and *med14* seedlings grown at lower and warmer temperatures. While the transcription of all three genes was stimulated at 27°C in Col-0, these increases were not observed in *med14* (Figure 2A). Similarly, a 6-h warm temperature treatment greatly induced the expression levels of all three markers in Col-0, but not in the *med14* mutant (Figure 2B).

**Figure 2:**
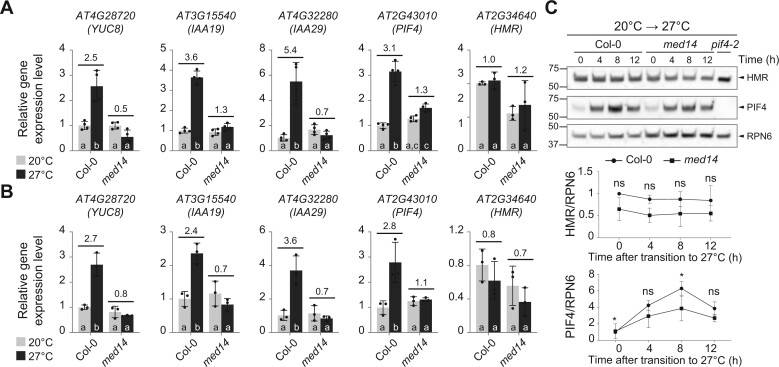
MED14 is required for the thermo-induced expression of PIF4 target genes. A, RT–qPCR analysis of the steady-state transcript levels of *YUC8*, *IAA19*, *IAA29*, *PIF4*, and *HMR* in Col-0 and *med14* seedlings grown in continuous red (R) light (50 µmol m^−2^ s^−1^) for 96 h at 20°C and 27°C. Different lowercase letters at the bottom of bars denote significant statistical differences between the relative gene expression level (two-way ANOVA with Tukey HSD, *n* = 4 or 3, *P* < 0.001 for *YUC8*, *IAA29*, *P* < 0.0001 for *IAA19*, *P* < 0.01 for *PIF4*, and *P* < 0.05 for *HMR*). Numbers indicate the fold changes between transcript levels at these two temperatures. Error bars represent the sd of three or four biological replicates. B, RT–qPCR analysis of the steady-state transcript levels of *YUC8*, *IAA19*, *IAA29*, *PIF4*, and *HMR* in Col-0 and *med14* during the 21°C–27°C transitions. Seedlings were grown in continuous R light (50 µmol m^−2^ s^−1^) for 96 h and then transferred to 27°C in the same light condition. Samples were taken before (light gray) and 6 h after (dark gray) the 27°C treatment. Different lowercase letters at the bottom of bars denote significant statistical differences between the relative gene expression level (two-way ANOVA with Tukey HSD, *n* = 3, *P* < 0.001 for *YUC8*, *P* < 0.01 for *IAA19*, *IAA29*, *P* < 0.05 for *PIF4*, and not significant for *HMR*). Fold changes in the transcript levels by the 27°C treatment are shown above the columns. In both (A) and (B), *PP2A* was used as an internal control. For each gene, the transcript level in Col-0 at 20°C was set to 1, and others were calculated by the 2^−ΔΔCt^ method. Error bars represent the sd of three or four biological replicates. C, Immunoblot analysis of HMR and PIF4 levels in Col-0 and *med14* during the 20°C–27°C transitions. Seedlings were grown in continuous R light (50 µmol m^−2^ s^−1^) for 96 h and then transferred to 27°C in the same light condition. Samples were collected and analyzed at the indicated time points. RPN6 was used as a loading control. The relative levels of HMR and PIF4, normalized to RPN6, are shown underneath the immunoblots. The normalized level (HMR/RPN6 or PIF4/RPN6) in Col-0 at 20°C before transition (time 0 h) was set to 1 and others were calculated as relative levels. The results of the Student’s *t* test analysis are shown (*n* = 4). ^*^P < 0.05; ns, not significant (*P* ≥ 0.05). The immunoblots of all four biological replicates are shown in supplemental data.

Given that the Mediator complex is essential for all Pol II-mediated transcription (Jeronimo and Robert, 2017; Soutourina, 2018) and that MED14 is a key component of the Mediator complex (Buendía-Monreal and Gillmor, 2016; Yang et al., 2016), the hypomorphic mutation in *med14* might also affect the expression of *PIF4* and *HMR*. Indeed, the absolute transcript levels of *HMR* and *PIF4* in the *med14* mutant were lower than those in Col-0 at 27°C (Figure 2A). In addition, the thermo-induced *PIF4* expression was also compromised in *med14* (Figure 2B). To evaluate whether the decreases in *HMR* and *PIF4* transcript levels resulted in lower protein abundance in *med14*, we performed immunoblots with four biological replicates to compare the change of HMR and PIF4 protein levels between Col-0 and *med14* in response to thermal treatment (Supplemental Figure S4). In a couple of replicates, we did observe slightly lower HMR protein levels in the *med14* mutant than in Col-0 at each time point after the 20°C–27°C transition (Supplemental Figure S4, B and D). However, these differences were not statistically significant after assessing all four replicates (*P *>* *0.05; Figure 2C; Supplemental Figure S4E). The peak PIF4 protein level (8 h after thermal treatment) was significantly reduced in the *med14* mutant when compared with Col-0 (Figure 2C). However, we could still observe a notable increase in PIF4 protein levels in *med14* after the 20°C–27°C transition (Figure 2C; Supplemental Figure S4). These data imply that MED14 might contribute to the thermoresponsive expression of the PIF4/HMR-regulated genes (*YUC8*, *IAA19*, and *IAA29*) in two ways—a direct role by assisting PIF4’s and HMR’s transactivation activity and an indirect role by modulating the *PIF4* transcript level when plants are exposed to warmer temperatures. It is currently difficult to evaluate the exact contribution of each role to PIF4/HMR-mediated thermomorphogenetic gene expression.

### MED14, HMR, and PIF4 co-regulate a subset of thermoresponsive genes

Previous transcriptomic analyses by other groups have shown that 4%–16% of Arabidopsis genes are differentially regulated by warm temperatures and the expression of a large portion of these thermoregulated genes requires PIF4 (Ding et al., 2018; Jin et al., 2020; Kim et al., 2020; Lee et al., 2020, 2021b, 2021c). The observation that MED14 is indispensable for the thermal induction of several essential PIF4/HMR target genes motivated us to further explore its connection with PIF4 and HMR in controlling the thermoresponsive gene expression on the genome-wide scale. Therefore, we performed RNA-sequencing (RNA-seq) on 4-day-old Col-0, *pif4-2*, *hmr-22*, and *med14* seedlings grown at 20°C and 27°C under continuous R light.

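RNA was sequenced from seedlings of 4 genotypes (Col-0, *pif4-2*, *hmr-22*, and *med14*) grown for 96 h in continuous R light of 50 µmol per square metre per second at 20°C or 27°C. Each of the 8 groups held 4 biological replicates, which gave 32 libraries, all made with a stranded mRNA kit. The authors mapped the paired-end reads to the TAIR10 genome with a strand-specific protocol in CLC Genomics Workbench and deposited 1 FPKM value per gene and library. The table holds 27655 genes, of which 27445 are nuclear, 88 plastid, and 122 mitochondrial, and 3365 genes are at 0 in every library. These values are FPKM and not counts, so the planned test of counts was replaced by a test of FPKM, chosen once the unit was known and before any result was seen.

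The depth of each library was recovered from its FPKM values. With the exon length of each nuclear gene and a single total per library, 99.22 to 99.28% of the values up to 1000 fragments came within 0.05 of a whole number of fragments. These totals ran from 11911245 to 16883324 mapped fragments per library, with a median of 13978355. The paper states about 16 M reads per sample. In Col-0, depth ran from 11911245 to 15207491 fragments (median 13928370) at 20°C and from 13295073 to 15922754 (median 15154380.5) at 27°C. In *pif4-2*, it ran from 12762816 to 13097124 (median 13001080.5) at 20°C and from 14171549 to 15703226 (median 14909577.5) at 27°C. In *hmr-22*, it ran from 12523951 to 15641076 (median 13615882) at 20°C and from 13231210 to 14526775 (median 14053453.5) at 27°C. In *med14*, it ran from 13871422 to 16883324 (median 14853554.5) at 20°C and from 13261868 to 13984595 (median 13735292) at 27°C.

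The share of these fragments that fell in the listed nuclear genes differed between groups. It was 68.0 to 82.8% in Col-0 at 20°C and 91.9 to 93.0% at 27°C, but only 35.2 to 61.0% and 64.4 to 74.7% in *hmr-22*. In *med14* at 27°C, replicate 1 had a share of 55.9%, and the other 3 replicates had 91.5 to 95.8%. A low share lowers every FPKM value of a library. The FPKM values were therefore scaled by a trimmed mean of M values (TMM), with 30% of the M values and 5% of the A values trimmed from each end. The factors were 0.197 to 0.647 for the *hmr-22* libraries and 0.871 to 1.83 for all others. At 20°C they were 0.197 to 0.418 in *hmr-22* and 1.09 to 1.29 in Col-0, a wider gap than that of the shares. The scaling thus also removes differences that the share does not account for, among them any real shift common to most genes. Without this scaling, the median of all log2 changes from 20°C to 27°C lay higher by 0.47 in Col-0, 0.43 in *pif4-2*, 0.57 in *hmr-22*, and 0.32 in *med14*. Every change reported from the scaled values is relative to that shift.

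A gene was tested if its FPKM reached 0.5 in at least 4 libraries, which left 19937 genes. The test was limma on log2(FPKM + 0.25) over all 8 groups, with Benjamini-Hochberg adjustment within each comparison. Log2 changes are on that scale, which understates the change of genes with low FPKM. A gene was called induced or repressed at the thresholds of the paper, which are an adjusted p under 0.001, a fold of at least 2, and a larger group mean of the deposited FPKM over 1. Whether a mutant responded differently from Col-0 was tested as the interaction of genotype and temperature, at an adjusted p under 0.05. Means and SDs of FPKM are those of the deposited values.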

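PIF4 is the transcription factor of this study, HMR its coactivator, and MED14 a tail subunit of Mediator, and the transcript of each was read in every library as a check of the genotype labels. *PIF4* (AT2G43010, TAIR10 chromosome 2, 17886101 to 17889087) rose with warmth in Col-0, from an FPKM of 7.49 ± 1.78 at 20°C to 24.4 ± 1.90 at 27°C (SD, n = 4). In *pif4-2* it stayed at 5.47 ± 1.11 and 5.63 ± 1.45 FPKM. At 27°C all 4 *pif4-2* libraries lay below all 4 Col-0 libraries (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 against 4 allow), while at 20°C the ranges overlapped (exact permutation test, p = 0.114).

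*HMR* (AT2G34640, chromosome 2, 14581835 to 14584797) had an FPKM of 29.6 ± 3.09 at 20°C and 47.9 ± 5.40 at 27°C in Col-0. It was nearly absent from the libraries labelled *hmr-22*, at 0.224 ± 0.120 and 0.956 ± 0.289 FPKM (n = 4). The paper describes *hmr-22* as a weak allele with an amino acid substitution in the activation domain, which by itself does not foretell the loss of the transcript. *MED14* (AT3G04740, chromosome 3, 1293798 to 1300792) was not lower in the libraries here called *med14*, whose sample labels read *med14-2*. The paper names the line *med14* and gives its stock number, which the sample labels do not, and both names were taken to mean the same line. *MED14* had an FPKM of 9.99 ± 0.326 at 20°C and 9.86 ± 2.55 at 27°C there, against 5.73 ± 0.575 and 8.65 ± 0.782 in Col-0 (n = 4). The paper describes this line as an insertion mutant with strongly reduced *MED14* expression. FPKM values are summed over the whole gene, so they do not show which part of *MED14* the fragments came from.

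What each of these 2 lines carries is not settled by its transcript, and the libraries labelled *hmr-22* and *med14-2* are meant wherever a direction is drawn from them. Other measures in the paper run with the labels without settling them. The paper states that its Mediator mutants were checked by PCR to be homozygous. It also reports that a *MED14–HA* transgene largely restored the warm hypocotyl growth of *med14*. These concern the line and not the sequenced RNA. In the line *MED14–HA*/*hmr-22*, the rise of PIF4 protein at 27°C was abolished (Supplemental Figure S7C). The paper's RT–qPCR gave lower *PIF4* and *HMR* transcript levels in *med14* than in Col-0 at 27°C (Figure 2A). In the libraries labelled *med14-2* at 27°C, *PIF4* had 0.444 and *HMR* 0.641 times the FPKM of Col-0, with every library below every Col-0 library.

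**Figure D1:**
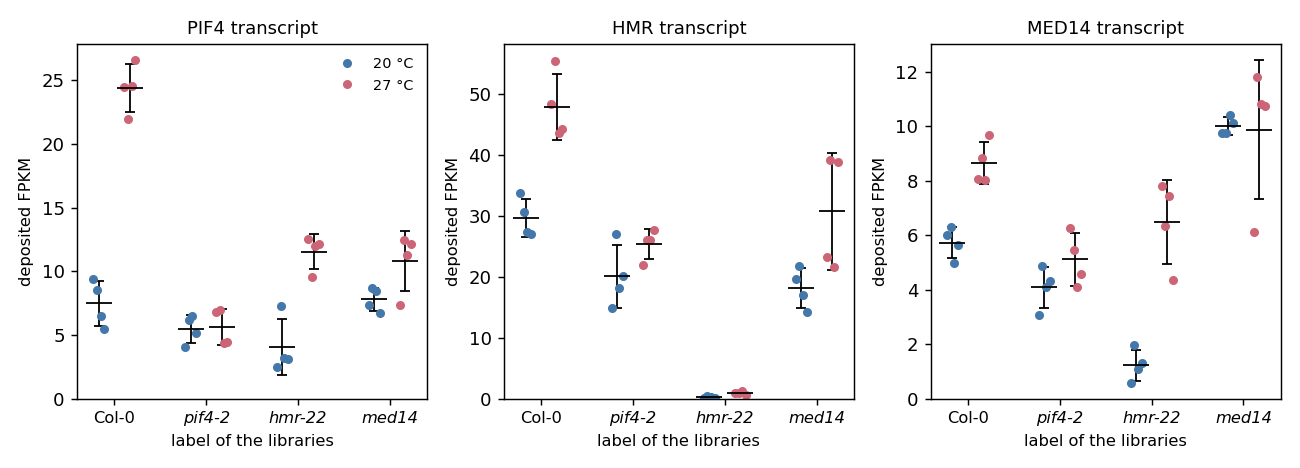
FPKM of *PIF4*, *HMR*, and *MED14* (y axes, deposited values) in each library of the 4 genotypes at 20°C and 27°C (x axes). Points are libraries, and bars are the mean and SD of 4 replicates. *HMR* stays at or below 1.31 FPKM in the libraries labelled *hmr-22*, and *MED14* is not lower in the libraries labelled *med14-2* than in Col-0.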

When comparing expression levels at 27°C with those at 20°C, 828 and 938 genes were induced and repressed at least two-fold by warmer temperature in Col-0 (false discovery rate [FDR]-adjusted *P* < 0.001, Fragments Per Kilobase of exon per Million reads mapped [FPKM] >1), respectively (Figure 3A; Supplemental Data Set 1). These results are in agreement with previous studies in which similar growth conditions were used (Lee et al., 2020, 2021c). For example, 483 of 828 thermo-induced genes (58%) and 550 out of 938 (59%) thermo-repressed genes in the current study overlapped with at least one study reported by Lee et al. (2020, 2021b) (Supplemental Figure S5; Supplemental Data Set 2). 

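Warm growth raised transcripts of heat shock genes in Col-0 and lowered those of root hair and cold response genes. Among single genes, *FAR1* (AT5G22500, chromosome 5, 7470328 to 7474133), which encodes a fatty acyl reductase, rose from an FPKM of 0.998 ± 0.258 to 28.1 ± 4.97 (SD, n = 4), a log2 change of 3.95 (standard error 0.28, adjusted p = 1.12e-11 from limma). *KCS12*, an enzyme of fatty acid elongation, rose by 3.61, and the chaperone gene *HSP90-1* by 2.86. *IRT1*, the iron transporter of the root, fell from 91.9 ± 16.6 to 15.5 ± 6.46 FPKM, a log2 change of −3.11. *NSP3* (AT3G16390, chromosome 3, 5562400 to 5564574), which acts on glucosinolate breakdown, had a log2 change of −3.93 (standard error 0.23, adjusted p = 3.42e-13 from limma).

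In all, 447 genes were induced and 597 were repressed in Col-0 at 27°C. Induced genes made up 42.8% of these calls. Without rescaling the FPKM values, 1712 were induced and 286 repressed, and the share was 85.7%. Of 18 tested heat shock genes, 6 rose, none fell, and 12 did not pass (15 rose when adjusted over the list alone). The lists were fixed before the data were examined. Of 8 root hair genes, among them *COBL9* and *PRP3*, 6 fell and 2 did not pass, and all 8 fell when adjusted over the list alone. Of 10 cold response genes, 3 fell and 7 did not pass (6 fell when adjusted over the list alone), with *KIN1* at a log2 change of −2.38. Of 9 genes of anthocyanin synthesis, 3 fell and 6 did not pass (8 fell when adjusted over the list alone), with *F3H* at −2.41. Set tests with limma's camera gave adjusted p values of 2.75e-11 for heat shock, 2.18e-08 for root hair, 0.000855 for cold, and 3.04e-05 for anthocyanin genes. The call for anthocyanin genes was lost (adjusted p = 0.143 with an estimated correlation), and the other 3 held. These 4 lists kept their direction without rescaling.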

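Some single genes changed strongly with temperature in a mutant. In *pif4-2*, the aldo-keto reductase gene *AKR4C9* (AT2G37770, chromosome 2, 15834766 to 15837001) rose from an FPKM of 0.247 ± 0.213 to 25.2 ± 5.34 (SD, n = 4), a log2 change of 5.25 against 2.48 in Col-0. In the libraries labelled *med14-2*, *CYP79F1*, an enzyme gene of glucosinolate synthesis that is at 12.6 ± 1.01 FPKM in Col-0 at 20°C, went from 0.350 ± 0.297 to 20.1 ± 6.87 FPKM (log2 change 4.67), and *BCAT4* of the same pathway from 2.56 ± 1.2 to 33.8 ± 7.86. *CYP86A1* (AT5G58860, chromosome 5, 23765791 to 23768111), an enzyme of suberin synthesis, rose there by 3.48 on the log2 scale and did not pass in Col-0. In the libraries labelled *hmr-22*, the seed oil body gene *OLEO2* rose by 4.63 and the clock gene *CCA1* by 2.52, while the growth gene *GASA6* fell by 3.45.

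In *pif4-2*, 598 genes were induced and 539 repressed at 27°C, in *hmr-22* 2746 and 1654, and in *med14* 323 and 565. Without rescaling the FPKM values these were 2150 and 170, 6664 and 530, and 912 and 291. The share of induced genes moved from 52.6 to 92.7%, from 62.4 to 92.6%, and from 36.4 to 75.8%. Of the induced genes, 270 (45.2%) in *pif4-2*, 2533 (92.2%) in *hmr-22*, and 168 (52.0%) in *med14* passed the thresholds in that genotype alone. Of the repressed genes, these were 121 (22.4%), 1246 (75.3%), and 220 (38.9%). With Col-0, *pif4-2* shared 200 induced and 298 repressed genes, *hmr-22* 105 and 224, and *med14* 101 and 192. A set of 29 induced and 85 repressed genes passed in all 4 genotypes.

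A call in 1 genotype alone does not show a different response, so the response itself was compared with that of Col-0. It was lower for 188 genes and higher for 308 in *pif4-2*, lower for 3296 and higher for 5773 in *hmr-22*, and lower for 872 and higher for 405 in *med14* (limma, adjusted p under 0.05). For *pif4-2* these were 156 lower and 158 higher without rescaling, and the share of higher ones moved from 62.1 to 50.3%. For *AKR4C9* in *pif4-2* the difference was 2.76 (adjusted p = 0.000712 from limma), and for *CYP79F1* and *CYP86A1* in *med14* it was 4.1 and 3.21. Some of these counts rest on single libraries. The 188 became 122 without Col-0 27°C replicate 4, and the 308 became 200 without *pif4-2* 27°C replicate 3. Fitted without the libraries labelled *hmr-22*, the counts for *pif4-2* were 714 lower and 1180 higher, and those for *med14* were 1575 and 1114, in the results named warm response lower in pif4-2 than in Col-0, warm response higher in pif4-2 than in Col-0, warm response lower in med14 than in Col-0, and warm response higher in med14 than in Col-0. That fit was chosen after the data were seen. All 8 groups shared 1 estimate of the spread of each gene. The median SD of log2 values among replicates was 0.461 and 0.317 in *hmr-22* at 20°C and 27°C, and 0.146 to 0.208 in the other groups. A shared spread eases calls in *hmr-22* and hinders them in the others, so these counts do not rank the genotypes.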

The *pif4-2*, *hmr-22*, and *med14* mutants displayed distinct transcriptome profiles compared with Col-0 and a large proportion of genes were uniquely induced or repressed at 27°C in each mutant (Figure 3A; Supplemental Data Set 1). Even though several genes were also shared between Col-0 and each mutant, 324 and 281 SSTF genes were uniquely induced and repressed in Col-0 at 27°C, respectively (Figure 3A; Supplemental Figure S6A and Supplemental Data Set 3). 

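Genes that passed the thresholds in Col-0 and in none of the mutants included regulators of growth. *ST2A* (AT5G07010, chromosome 5, 2174668 to 2176446), which encodes a sulfotransferase that acts on jasmonate derivatives, rose in Col-0 from an FPKM of 0.640 ± 0.163 to 9.74 ± 4.09 (SD, n = 4), a log2 change of 2.85 (standard error 0.26, adjusted p = 1.24e-09 from limma). Its log2 change was 0.03 in *pif4-2*, 0.47 in *hmr-22*, and −0.20 in *med14*. In *hmr-22* it went from 1.43 ± 0.657 to 3.62 ± 1.28 FPKM, and without rescaling it passed there too (ST2A warm hmr-22 log2 change 1.22, adjusted p = 0.000269 from limma). In the scaled FPKM its level in *hmr-22* was already 8.20 times that of Col-0 at 20°C and 1.10 times at 27°C. *ARGOS* (AT3G59900, chromosome 3, 22129505 to 22130472), an auxin-inducible regulator of organ size, rose from 1.98 ± 0.789 to 10.6 ± 1.26 FPKM and had no rise in any mutant. Among the repressed genes, *SCPL31* (AT1G11080, chromosome 1, 3694328 to 3698013), a carboxypeptidase-like gene, fell from 8.75 ± 1.23 to 3.36 ± 0.661 FPKM (log2 change −1.78, adjusted p = 1.7e-06 from limma).

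In all, 186 genes were induced and 191 were repressed in Col-0 alone, which is 41.6% of the induced and 32.0% of the repressed genes of Col-0. Without rescaling the FPKM values these were 502 and 136, and with a fit of only the groups compared 286 and 318 (Col-0-only induced at 27C, Col-0-only repressed at 27C). Missing the thresholds did not mean no change. Of the 186, 95 rose at least 1.5-fold in *pif4-2*, 38 in *hmr-22*, and 50 in *med14*. Of the 191, 125, 78, and 93 fell at least 1.5-fold. Thresholds alone give some such genes. All libraries were simulated 20 times, with each mutant given the starting level and response of Col-0. A median of 30.5 induced and 40 repressed genes then passed in Col-0 alone, and at most 45 and 57. The simulated spread was set below that of the replicates before counting noise was added, so these numbers may be too low.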

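For the growth genes *GH3.5*, *BEE3*, and *PKS4*, the response to warmth was lower than in Col-0 in each of *pif4-2*, *hmr-22*, and *med14*. *GH3.5* (AT4G27260, chromosome 4, 13653579 to 13656285), which encodes an auxin-conjugating enzyme, rose in Col-0 from an FPKM of 5.05 ± 0.393 to 16.7 ± 2.57 (SD, n = 4). The difference of its response from that of Col-0 was −1.39 in *pif4-2* (adjusted p = 7.34e-05 from limma), −1.19 in *hmr-22*, and −1.13 in *med14*. *BEE3*, a brassinosteroid-responsive transcription factor, differed by −1.71, −2.64, and −2.92. *PKS4* (AT5G04190, chromosome 5, 1150886 to 1152627), a phytochrome signaling gene, differed by −1.38, −2.78, and −3.14.

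Not every gene called in Col-0 alone had such a difference. Of the 186 induced genes, the response was lower in *pif4-2* for 69 (37.1%), in *hmr-22* for 147 (79.0%), and in *med14* for 119 (64.0%), and in all 3 mutants for 56. Of the 191 repressed genes, the response was weaker in *pif4-2* for 28 (14.7%), in *hmr-22* for 112 (58.6%), and in *med14* for 65 (34.0%), and in all 3 for 12. These come from limma's interaction tests at an adjusted p under 0.05. Over all 19937 tested genes, the response in *hmr-22* was lower for 3296 and higher for 5773. A gene near 0 in *hmr-22* at 20°C, such as *SCPL31* at 0 to 0.0316 FPKM, cannot fall there and can count as weaker. The 56 became 34 without Col-0 27°C replicate 3 and 35 without Col-0 27°C replicate 4, and the 12 became 5 without Col-0 20°C replicate 4.

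The 3 mutants were compared with the same Col-0 libraries, so their differences share the chance values of Col-0. In the 20 simulations above, which also redrew the Col-0 libraries, no gene called in Col-0 alone differed in all 3. They did not keep the values of the real Col-0 libraries, and their spread was set low, so chance sharing is not excluded. For *pif4-2* and *med14*, 128 genes had a lower response in both, where independent lists would share 8.22. When the Col-0 libraries were split between the 2 comparisons the lists were shorter, and 22 were shared, against 0.613 for independent lists. For *hmr-22* and *med14* these numbers were 424, 144, 179, and 53.7, and for *pif4-2* and *hmr-22* they were 133, 31.1, 21, and 2.85. For a higher response they were 54, 6.26, 7, and 0.369 for *pif4-2* and *med14*, 154, 117, 33, and 27.5 for *hmr-22* and *med14*, and 142, 89.2, 30, and 11.1 for *pif4-2* and *hmr-22*.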

We, therefore, named these genes PIF4/HMR/MED14-dependent thermo-induced and thermo-repressed genes. We performed gene ontology (GO) analysis on these two groups of thermo-regulated genes. Notably, many genes involved in growth-related phytohormone signaling (e.g. auxin, brassinosteroid, and ethylene) were upregulated in Col-0 but not in these three mutants, and a number of genes involved in cell wall organization and modification were downregulated only in Col-0 (Figure 3B). This observation is consistent with the thermomorphogenetic hypocotyl growth phenotype of these genotypes (Figure 1, B and C).

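Auxin-responsive *SAUR* genes, which promote cell expansion, rose with warmth in Col-0, with a lower median change in each mutant. Of 28 tested *SAUR* genes, 11 rose in Col-0, none fell, and 17 did not pass (26 rose when adjusted over the list alone), and all 11 were called in Col-0 alone. *SAUR1* (AT4G34770, chromosome 4, 16591179 to 16591910) rose from an FPKM of 1.08 ± 0.363 to 11.4 ± 2.68 (SD, n = 4), a log2 change of 2.61 (standard error 0.42, adjusted p = 2.02e-05 from limma). In the mutants no *SAUR* gene rose past the thresholds, and in *hmr-22* 10 fell. In *pif4-2*, 7 rose when adjusted over the list alone, and the list rose by camera (median 0.61, adjusted p = 0.00625 with the preset correlation, adjusted p = 0.375 with an estimated correlation). The response was lower than in Col-0 for 2 *SAUR* genes in *pif4-2*, 27 in *hmr-22*, and 7 in *med14* (5, 27, and 18 when adjusted over the list alone). Part of this lay in a higher level at 20°C. The median log2 difference of the list from Col-0 there was 0.57 in *pif4-2*, 0.91 in *hmr-22* (−0.41 without rescaling), and 0.90 in *med14*. At 27°C it was −0.22, −2.32, and −0.40. At 27°C, 7, 25, and 3 genes were lower than in Col-0 and 4, 2, and 0 higher (limma, adjusted p under 0.05). Near-identical members such as *SAUR19* to *SAUR24* can share fragments and are uncertain one by one.

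Of 25 tested *Aux/IAA* genes, 5 rose in Col-0, none fell, and 20 did not pass (13 rose and 2 fell when adjusted over the list alone). *IAA6* rose by 2.52 and *IAA2* by 1.73 on the log2 scale. Of 6 *GH3* genes, 1 rose and 5 did not pass (3 rose and 1 fell when adjusted over the list alone). Of 17 brassinosteroid and *PRE/BEE* genes, 2 rose, 1 fell, and 14 did not pass (9 rose and 1 fell when adjusted over the list alone). *BEE1* went from 1.53 ± 0.169 to 9.10 ± 0.591 FPKM in Col-0, and its response was lower in *pif4-2* by −2.0, in *hmr-22* by −3.49, and in *med14* by −1.87. *PRE3* was the member that fell. Of 10 genes of ethylene synthesis, 4 rose and 6 did not pass (7 rose when adjusted over the list alone). *ACS8*, which encodes an enzyme of this pathway, rose from 0.248 ± 0.149 to 3.77 ± 1.29 FPKM in Col-0, a log2 change of 2.42.

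Camera adjusted p values in Col-0 were 2.06e-11 for *SAUR*, 1.49e-05 for *Aux/IAA*, 0.0387 for *GH3*, 0.000538 for brassinosteroid, and 1.66e-05 for ethylene genes. The calls for *Aux/IAA* and *GH3* were lost (adjusted p = 0.0758 and adjusted p = 0.187 with an estimated correlation), and the other 3 held. For the difference of *med14* from Col-0, all 5 lists kept their call with an estimated correlation. For *pif4-2*, *GH3*, brassinosteroid, and ethylene genes kept it, and *SAUR* (adjusted p = 0.144 with an estimated correlation) and *Aux/IAA* (adjusted p = 0.223) did not. For *hmr-22*, *SAUR* and brassinosteroid genes kept it, and *Aux/IAA* (adjusted p = 0.106), *GH3* (adjusted p = 0.106), and ethylene genes (adjusted p = 0.245) did not.

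Cell wall genes moved both ways in Col-0. Of 27 tested *XTH* genes, 4 rose, 6 fell, and 17 did not pass (7 rose and 10 fell when adjusted over the list alone), and of the 6, 2 were called in Col-0 alone. *XTH12* fell by 2.68 and *XTH14* by 2.22, while *XTH22* rose by 2.27. Of 18 expansin genes, 2 rose, 4 fell, and 12 did not pass (3 rose and 6 fell when adjusted over the list alone), and no expansin that fell was called in Col-0 alone. The list medians, −0.21 for *XTH* and −0.14 for expansins, became 0.29 and 0.36 without rescaling the FPKM values.

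**Figure D2:**
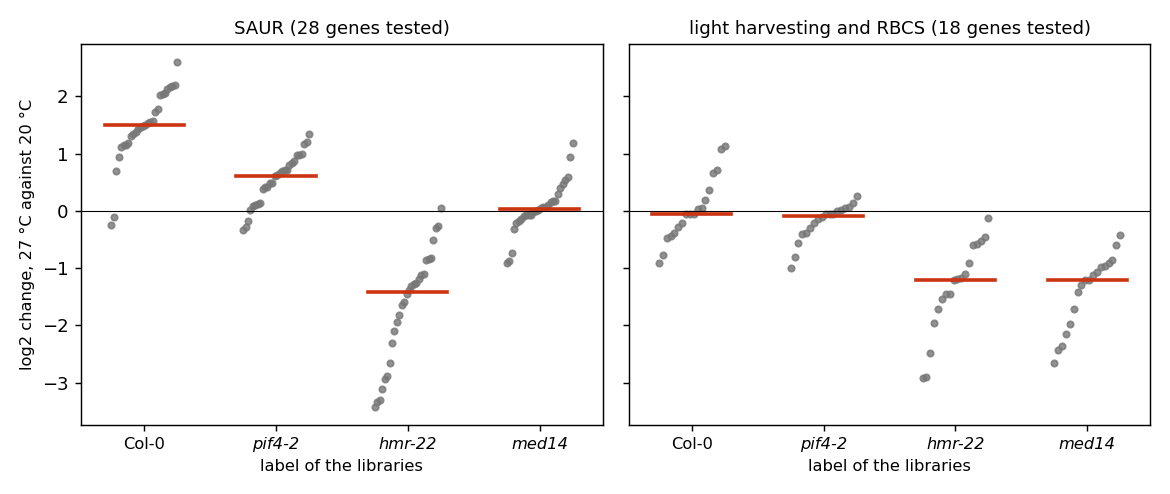
Log2 change from 20°C to 27°C (y axis, scaled FPKM, limma) of 28 *SAUR* genes and of 18 light harvesting and *RBCS* genes in the 4 genotypes (x axes). Each point is 1 gene, sorted by its value within the genotype, and the red bar is the median. The *SAUR* median is 1.49 in Col-0, 0.61 in *pif4-2*, −1.41 in *hmr-22*, and 0.03 in *med14*, and the light harvesting median is −0.05, −0.08, −1.20, and −1.20. Without rescaling, the light harvesting median is 0.46, 0.40, −0.32, and −0.86.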

**Figure 3:**
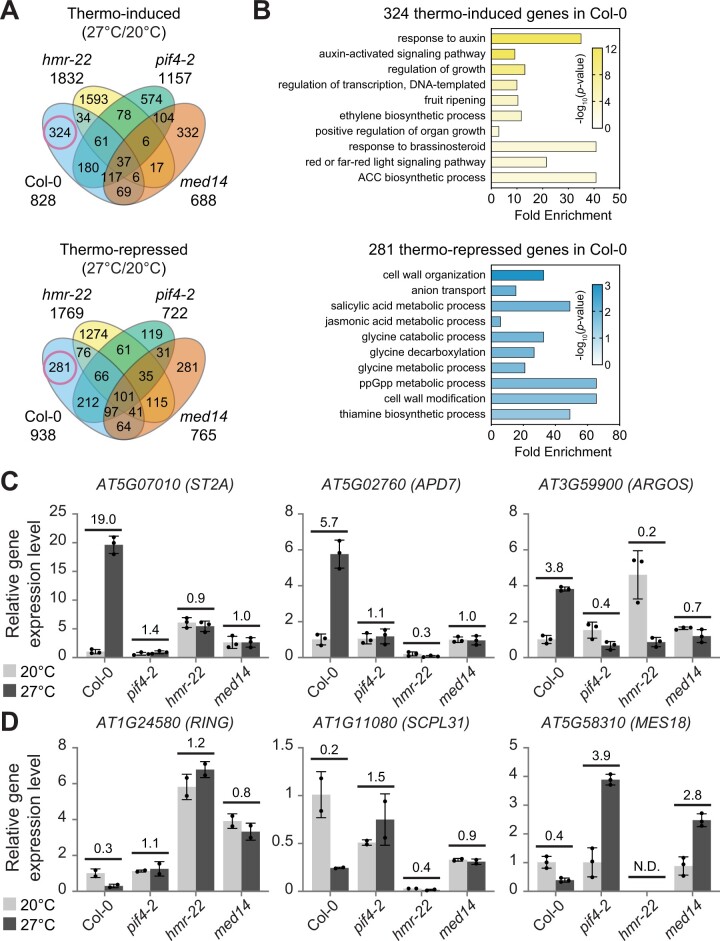
Thermo-induced expression of a group of auxin-related, growth-promoting genes requires PIF4, HMR, and MED14. A, A Venn diagram shows unique and co-regulated thermo-induced and thermo-repressed genes in wild-type (Col-0), *pif4-2*, *hmr-22*, and *med14* mutants. The red circles indicate PIF4/HMR/MED14-dependent genes that were uniquely induced and repressed in Col-0 but not in the mutants at 27°C. Seedlings were grown in continuous red (R) light (50 µmol m^−2^ s^−1^) for 96 h at either 20°C or 27°C, and total RNA was extracted from four biological replicates for RNA-seq analyses. B, Gene ontology analysis of the 324 PIF4/HMR/MED14-dependent thermo-induced genes and 281 PIF4/HMR/MED14-dependent thermo-repressed genes. The bar represents the fold enrichment and the color indicates the −log_10_ (*P*-value). The fold enrichment score is defined by the GeneCodis 4 software as the ratio between two fractions: the number of query genes in the GO term/the total number of query genes as the numerator, and the number of total genes in the GO term/the total number of Arabidopsis genes as the denominator. ACC, 1-aminocyclopropane-1-carboxylate (an ethylene precursor). ppGpp, guanosine tetraphosphate. C and D, RT–qPCR analysis of representative PIF4/HMR/MED14-dependent genes in Col-0, *pif4-2*, *hmr-22*, and *med14*. Total RNA was extracted from seedlings grown in continuous R light (50 µmol m^−2^ s^−1^) for 96 h at either 20°C or 27°C. The relative expression of three thermo-induced (C) and three thermo-repressed genes (D) were normalized to the expression level of *PP2A* after RT–qPCR. For each gene, the transcript level in Col-0 at 20°C was set to 1, and others were calculated by the 2^−ΔΔCt^ method. Error bars represent the sd of two (*RING* and *SCPL31*) or three (*ST2A*, *APD7*, *ARGOS*, and *MES18*) biological replicates. Numbers indicate the fold changes between transcript levels at these two temperatures. ND, not detected.

To evaluate whether these PIF4/HMR/MED14-dependent thermoresponsive genes are directly or indirectly regulated by PIF4, we compared our datasets with published PIF4-associated genes from three studies (Supplemental Data Set 4). Possibly due to different growth conditions and treatment methods, the number of PIF4-binding genes identified through chromatin immunoprecipitation sequencing (ChIP-seq) assays in the three studies varied from approximately 1,000 to over 7,000 (Oh et al., 2012; Pfeiffer et al., 2014; Pedmale et al., 2016). We defined the thermo-regulated PIF4 direct targets as the PIF4/HMR/MED14-dependent thermoresponsive genes that were identified in at least two of the three published studies. 

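Genes bound by PIF4 were commoner among the genes induced in Col-0 alone than among those repressed in Col-0 alone. *IAA19*, *ARGOS*, *ST2A*, and *BEE1* were among the bound genes that were induced. The genes that Supplemental Data Set 4 lists from Pfeiffer et al. were used, since the copies of the other 2 lists used here are shortened. Of the 19937 tested genes, 1053 (5.28%) were on that list. It held 31 of the 186 genes induced in Col-0 alone (16.7%) and 5 of the 191 repressed in Col-0 alone (2.62%), an odds ratio of 7.41 with a 95% confidence interval of 2.76 to 25.0 (Fisher's exact test, two-sided, p = 2.15e-06). With each library left out in turn, the odds ratio lay between 5.58 and 12.3.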

While <10% of the thermo-repressed genes (25 out of 281) were associated with PIF4, about one-third of the thermo-induced genes (114 out of 324) are PIF4 direct targets (Supplemental Figure S6B and Supplemental Data Set 4). Therefore, MED14 may mainly function as a coactivator, rather than a repressor, in regulating thermoresponsive PIF4 targets. 

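*APD7* (AT5G02760, chromosome 5, 625254 to 627124), an induced target, rose in Col-0 by 1.58 on the log2 scale to an FPKM of 73.6 ± 4.69 (SD, n = 4), and in *med14* it was at 12.2 ± 0.954 at 20°C and 12.1 ± 5.18 at 27°C. Its response in *med14* differed from that of Col-0 by −2.06 (adjusted p = 0.000442 from limma). Over the 114 induced targets of Supplemental Data Set 4, the response to warmth was lower in *med14* than in Col-0 for 69. It was lower in *pif4-2* for 34 and in *hmr-22* for 78, and in all 3 mutants for 28. Over the 25 repressed targets, the response was weaker in *med14* for 4, in *pif4-2* for 3, and in *hmr-22* for 17, and in all 3 for 1. Genes near 0 in *hmr-22* at 20°C cannot fall there and can count as weaker. The paper chose both lists on these same libraries, so these counts are not independent evidence, and *MED14* itself was not lower in the libraries labelled *med14-2*. From the larger share of PIF4 targets among the genes induced than among those repressed, the paper proposes that MED14 mainly acts as a coactivator of thermoresponsive PIF4 targets and not as a repressor.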

GO analyses of these two datasets showed similar results as those of PIF4/HMR/MED14-dependent thermoresponsive genes (Supplemental Figure S6C). 

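*IAA19* (AT3G15540, chromosome 3, 5264001 to 5265695), a repressor in auxin signaling that auxin itself induces, rose in Col-0 from an FPKM of 4.39 ± 0.279 to 21.3 ± 3.05 (SD, n = 4), a log2 change of 1.69 (standard error 0.25, adjusted p = 5.54e-06 from limma). It went from 3.15 ± 0.504 to 3.93 ± 0.768 in *pif4-2*, from 1.04 ± 0.284 to 0.193 ± 0.160 in *hmr-22*, and from 3.62 ± 0.583 to 5.56 ± 2.05 in *med14*. Its response differed from that of Col-0 by −1.85, −4.37, and −1.52 (adjusted p = 0.00215, 6.98e-11, and 0.00535 from limma). *IAA29* (AT4G32280, chromosome 4, 15583332 to 15584903) went from 0.481 ± 0.191 to 2.79 ± 0.531 FPKM in Col-0, a log2 change of 1.56 (standard error 0.36). With an adjusted p of 0.00145 from limma, it did not pass the threshold. It passed without rescaling, at a log2 change of 2.08. Its response was lower in *hmr-22*, by −2.59 (adjusted p = 0.000112 from limma), and narrowly in *pif4-2*, by −1.80 (adjusted p = 0.0495 from limma), and did not pass in *med14* (adjusted p = 0.0684 from limma).

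*SAUR10* and *SAUR68*, which act in cell expansion, passed the thresholds in Col-0 alone, by 2.06 and 2.17 on the log2 scale. The response of both was lower in *hmr-22*, that of *SAUR10* was lower in *med14* (adjusted p = 0.00511 from limma), and neither difference passed in *pif4-2* (adjusted p = 0.15 and 0.0646 from limma). Of 11 genes of lignin synthesis, 1 fell in Col-0 and 10 did not pass (7 fell and 1 rose when adjusted over the list alone). The list's camera adjusted p was 0.000538 and the call was lost (adjusted p = 0.053 with an estimated correlation). Its median of −0.48 became 0.03 without rescaling. The member that fell, *PAL1* (AT2G37040, chromosome 2, 15557367 to 15560755), which starts the phenylpropanoid pathway, went from 132 ± 29.9 to 63.5 ± 3.77 FPKM. It fell in all 4 genotypes, by 1.54, 1.73, 1.15, and 1.13 (in *hmr-22* by only 0.29 without rescaling), and none of the 3 differences passed. No lignin gene was called in Col-0 alone.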

Many auxin-responsive genes, including *IAA19*, *IAA29*, and a group of *SMALL AUXIN UP RNA* (*SAUR*) genes, were enriched in the PIF4/HMR/MED14-dependent thermo-induced PIF4 targets; several genes involved in cell wall modification and lignin metabolic process were enriched in PIF4/HMR/MED14-dependent thermo-repressed PIF4 targets (Supplemental Figure S6C).

We further performed reverse transcription–quantitative polymerase chain reaction (RT–qPCR) analyses to confirm the RNA-seq results (Figure 3, C and D). The expression of three PIF4/HMR/MED14-dependent thermo-induced genes, *ST2A* (AT5G07010), *APD7* (AT5G02760), and *ARGOS* (AT3G59900), were highly induced in Col-0 at 27°C but remained the same or even decreased at 27°C in *pif4-2*, *hmr-22*, and *med14* mutants (Figure 3C). The expression of three PIF4/HMR/MED14-dependent thermo-repressed genes, *RING* (AT1G24580), *SCPL31* (AT1G11080), and *MES18* (AT5G58310), were greatly reduced in Col-0 at 27°C but not in those three mutants (Figure 3D). Taken together, these data suggest that MED14 co-regulates a group of growth-related, thermoresponsive genes with PIF4 and HMR.

### PIF4 and HMR physically interact with MED14

The thermomorphogenetic defect of *med14* and the requirement of MED14 for the thermal induction of many PIF4 direct targets suggest that it may be the Mediator tail subunit that communicates with PIF4 and/or HMR during the transcriptional activation of those thermoresponsive genes. To test this hypothesis, we investigated the interactions between MED14 and PIF4/HMR. We first expressed PIF4 and HMR as glutathione S-transferase (GST) fusion proteins in *Escherichia coli* and used them as baits to test their interactions with in vitro transcribed/translated HA-MED14. Both GST-HMR and GST-PIF4 appear to interact strongly with HA-MED14 (Figure 4A).

**Figure 4:**
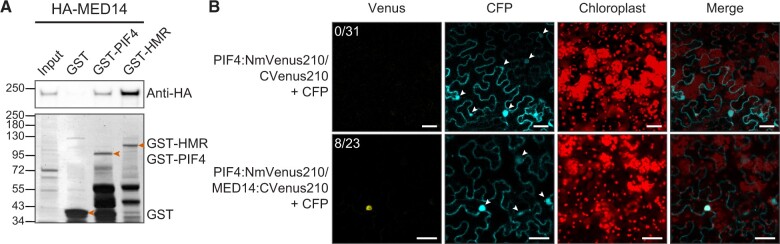
MED14 physically interacts with PIF4 and HMR. (A) GST pull-down assays. GST-tagged full-length PIF4 and HMR were used as baits to pull down in vitro translated HA-tagged MED14. The upper panel is an immunoblot using anti-HA antibodies showing the bound and input fractions of HA-MED14; the lower part is a Coomassie Blue-stained SDS–PAGE gel showing immobilized GST and GST-tagged PIF4 and HMR. B, Bimolecular fluorescence complementation assays. PIF4 fused with NmVenus210 (PIF4:NmVenus210) and MED14 fused with cVenus210 (MED14:CVenus210) were co-expressed in *N. benthamiana* through agroinfiltration. PIF4:NmVenus210 and CVenus210 were co-expressed as a control. The CFP was expressed simultaneously through agroinfiltration to indicate the locations of nuclei. The optical density of each *Agrobacterium* strain was 0.1 and images were captured 40–70 h after infiltration. White arrowheads indicate nuclei identified in the CFP channel. The nuclear fluorescence signal in the Venus channel indicates the interactions between the two proteins tested in each agroinfiltration. The number of nuclei showing the Venus signal out of the number of nuclei with the CFP signal is shown in the upper left corner of each Venus channel. The chloroplast channel is to show that the Venus signal was not caused by the chlorophyll autofluorescence. Scale bars, 40 µm.

We further confirmed the interactions between PIF4 and MED14 using bimolecular fluorescence complementation (BiFC) assays. When co-expressed with cyan fluorescent protein (CFP) in *Nicotiana benthamiana*, PIF4-NmVen210 interacted with MED14-cVen210 in about 30% (8 out of 23) of transformed nuclei as indicated by the colocalization of CFP and mVenus signals in the same nucleus (Figure 4B). In contrast, no mVenus signal was detected in any CFP-expressing nucleus (0 out of 31) when PIF4-NmVen210 was expressed with cVen210 alone (Figure 4B). We did not observe the yellow fluorescent signal when co-expressing HMR-NmVen210 and MED14-cVen210, which was probably because HMR is a nuclear/plastidial dual-localized protein, and its strong plastid transit peptide limits the abundance of HMR proteins in the nucleus (Chen et al., 2010; Nevarez et al., 2017). The difficulty of transiently expressing large-size proteins like MED14 (more than 1,700 amino acids) might also contribute to the low detection efficiency. Taken together, the results from the GST pull-down assays and the BiFC assays indicate that MED14 may be physically associated with PIF4 and HMR.

### The association of MED14 with thermo-induced genes requires PIF4 and HMR

To elucidate the molecular mechanisms by which PIF4 and HMR recruit MED14 to the thermoresponsive PIF4 targets for transcriptional activation, we decided to compare the association of MED14 with representative PIF4 targets in the presence and absence of functional PIF4 or HMR using ChIP-qPCR assays. We crossed the *35S::MED14–HA/med14* transgenic line (#20) with *pif4-2* and *hmr-22*, respectively, and used the homozygous F3 progenies of *MED14–HA/pif4-2* and *MED14–HA/hmr-22* for following experiments. Like *pif4-2* and *hmr-22*, both *MED14–HA/pif4-2* and *MED14–HA/hmr-22* seedlings showed markedly reduced thermomorphogenetic hypocotyl growth (Supplemental Figure S7, A and B), suggesting that the proper transgene function and/or expression requires functional PIF4 and HMR.

Both *MED14–HA/pif4-2* and *MED14–HA/hmr-22* seedlings were further used to compare MED14 occupancy across *IAA29* and *IAA19*, two PIF4/HMR/MED14-dependent thermoresponsive PIF4 direct targets, with that in *MED14–HA* after a 6-h warm temperature treatment. The ChIP-qPCR results showed that MED14*–*HA is specifically associated with the G-box (CACGTG)-containing regions in both *IAA29* and *IAA19*, confirming the physical presence of MED14 in the promoters of these two PIF4 targets (Figure 5, A and B). Interestingly, this association was significantly reduced in the G-box-containing regions in the *pif4-2* or *hmr-22* mutant background (Figure 5, A and B; Supplemental Figure S8). We concomitantly assessed the MED14*–*HA protein levels in these lines. Knocking out *PIF4* did not affect the MED14*–*HA protein level, both before and after thermal treatment (Supplemental Figure S7, C and D), suggesting that the reduced MED14*–*HA binding to PIF4 targets in the *pif4-2* background was not caused by decreased MED14*–*HA abundance. In contrast, the MED14*–*HA protein level was dramatically lessened in the *hmr-22* background (Supplemental Figure S7, C and D). Moreover, the thermo-induced PIF4 accumulation was also abolished in *MED14–HA/hmr-22* (Supplemental Figure S7C), consistent with our previous studies (Qiu et al., 2019). Therefore, the declined association of MED14*–*HA with PIF4 target genes in the *hmr-22* background may be the consequence of the reduction in both MED14*–*HA and PIF4 protein levels.

**Figure 5:**
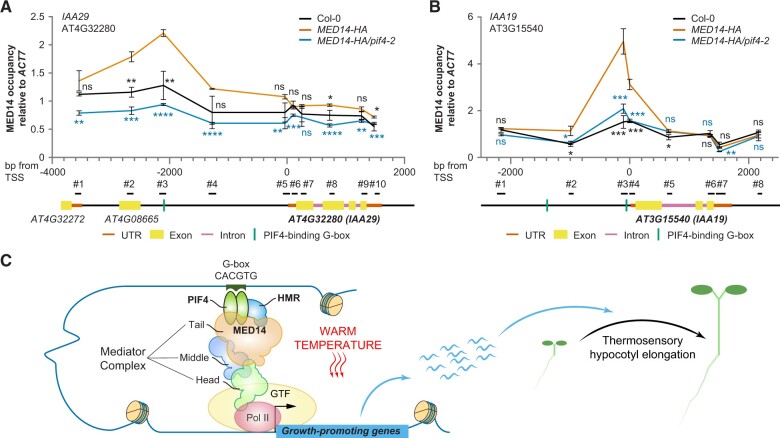
The association of MED14 with thermo-induced PIF4 direct targets is dependent on PIF4. ChIP-qPCR experiments compare MED14 occupancy across *IAA29* (A) or *IAA19* (B) in the presence and absence of PIF4. Col-0, *MED14–HA*, and *MED14–HA/pif4-2* were grown in continuous R light (50 µmol m^−2^ s^−1^) at 20°C for 96 h and subsequently treated at 27°C in the same light condition for 6 h. HA antibodies were used to assay MED14–HA association with each gene. Values are mean ± sd from three independent samples, with data presented as the ratio of MED14–HA at *IAA*/input to MED14–HA at *ACT7* (+1912)/input. Student’s *t* tests were used to compare the values between *MED14*–*HA* and other lines (*n* = 3; Col-0, black; *MED14–HA/pif4-2*, blue). ^****^P < 0.0001; ^***^P < 0.001; ^**^P < 0.01; ^*^P < 0.05; ns, not significant (*P* ≥ 0.05). The exact position of each PCR fragment is shown in the illustrations at the bottom and the primers are listed in Supplemental Table S4. The transcription start site (TSS) is the first nucleotide of the 5′-untranslated region (UTR), as defined by the Araport11 genome annotation, released in June 2016. C, Schematic model for MED14 recruitment by PIF4 and HMR during the thermo-induced transcription of growth-promoting PIF4 target genes, the products of which subsequently promote thermosensory hypocotyl elongation. Pol II, RNA polymerase II; GTF, general transcription factors. The black arrow indicates the TSS. The size and proportions of the depicted components do not reflect their actual dimensions.

We further investigated whether the reduced MED14*–*HA protein level in *MED14–HA/hmr-22* was caused by a decrease in the *MED14–HA* transcript level. The RT–qPCR results showed that although *MED14* was overexpressed in the *MED14–HA* line when compared with Col-0, this overexpression was abolished in the *hmr-22* background (Supplemental Figure S7E). 

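In seedlings grown at 20°C, *MED14* had an FPKM of 1.23 ± 0.568 (SD, n = 4) in the libraries labelled *hmr-22*, which is 0.215 times the level of Col-0. Each of the 4 libraries lay below each Col-0 library (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 against 4 allow). This comparison depends on the scaling of the libraries, because most genes had lower deposited FPKM values in *hmr-22*, with a median log2 difference of −1.69 over all tested genes. Relative to the scaled libraries, the log2 difference of *MED14* was −0.35 (adjusted p = 0.107 from limma) and did not pass. It ran from −0.52 to −0.07 with each library left out in turn, and its adjusted p was under 0.05 (limma), at less than 2-fold, without *hmr-22* 20°C replicate 2 or without replicate 3. Scaled values at 20°C put the RT–qPCR control *PP2A* higher in *hmr-22* (37.1 to 63.0) than in Col-0 (19.6 to 21.7). *ACT7* was at 280 to 385 against 168 to 175. The level of *MED14* at 20°C in the libraries labelled *hmr-22* is thus settled by neither scale.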

While this experiment was performed using 4-day-old 20°C-grown seedlings treated at 27°C for 6 h, similar results were seen in 4-day-old *hmr-22* mutant grown at 20°C from our RNA-seq data (Supplemental Figure S7F). On the other hand, the *MED14* transcript levels were comparable in Col-0 and *hmr-22* grown at 27°C for 4 days. These data suggest that at lower ambient temperatures or even with short-term warm-temperature treatment, HMR is required for the RNA abundance of *MED14*, while long-term thermal treatment would partially rescue the *MED14* transcript level in the *hmr-22* background. 

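At 27°C, *MED14* reached 6.48 ± 1.53 FPKM (SD, n = 4) in the libraries labelled *hmr-22*, 0.749 times the level of Col-0, and all 4 libraries still lay below the 4 Col-0 libraries (exact permutation test, two-sided, p = 0.0286). From 20°C to 27°C it rose in *hmr-22* by 1.54 on the log2 scale (standard error 0.20, adjusted p = 7.15e-08 from limma) and had no change past the threshold in Col-0 (0.08, adjusted p = 0.825 from limma). The response of *hmr-22* was larger by 1.46 (adjusted p = 8.49e-05 from limma). Relative to the scaled libraries, *MED14* at 27°C was higher in *hmr-22* than in Col-0, by 1.11 (adjusted p = 7.65e-06 from limma). The direction at 27°C thus reverses with the scaling, while the rise from 20°C to 27°C does not. Scaled values at 27°C also put the RT–qPCR control *PP2A* higher in *hmr-22* (62.1 to 81.2) than in Col-0 (18.4 to 20.4). *ACT7* was at 277 to 365 against 161 to 182. Neither scale settles the level of *MED14* at 27°C in the libraries labelled *hmr-22*. *HMR* itself was nearly absent from these libraries. The paper proposes that at lower temperature, or after a short warm treatment, HMR is needed for the RNA abundance of *MED14*, and that long growth in warmth partly rescues it in *hmr-22*.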

In summary, these data indicate that MED14 may be recruited by PIF4 to the promoters of growth-related PIF4 targets for their thermo-induced expression, while HMR helps maintain high levels of MED14 and PIF4 at warm temperatures.

## Discussion

Transcriptional regulation of thermoresponsive genes is one of the earliest and principal steps in plant thermomorphogenesis. We previously discovered that PIF4 and its coactivator HMR promote thermomorphogenetic hypocotyl growth in the daytime by activating the transcription of key growth-promoting genes (Qiu et al., 2019, 2021). In this study, we further demonstrate that PIF4/HMR-mediated transcriptional regulation is achieved by recruiting the Mediator complex through their direct interactions with MED14 (Figure 5C).

The Mediator complex is required for virtually all Pol II-mediated transcription in eukaryotes (Jeronimo and Robert, 2017; Soutourina, 2018). As a crucial component of the Mediator complex, MED14 has long been known to play important roles in the transcription of key genes involved in various developmental processes and stress responses, including cell proliferation, shoot apical meristem development, trichome papillae development, salicylic acid-, methyl jasmonate-, and ethylene-mediated plant immune responses, abscisic acid-dependent drought responses, as well as cold and heat stress responses (Autran et al., 2002; Zhang et al., 2013; Hemsley et al., 2014; Wang et al., 2016; Fornero et al., 2019; Ohama et al., 2020; Lee et al., 2021a). In particular, MED14 works with MED16 and MED2 in modulating cold-responsive genes regulated by the AP2 transcription factors C-repeat binding factors, and operates with MED17 in activating heat stress-inducible genes by assisting HsfA1, a heat shock transcription factor (HSF) that functions as a master regulator of the heat stress response (Hemsley et al., 2014; Ohama et al., 2020). We show here that MED14’s function is not limited to plant responses to extreme cold or hot temperatures, rather, it is also indispensable for the transcription of growth-related genes involved in moderately elevated temperature responses (Figures 1–3).

Intriguingly, mutations in most Mediator head, middle, and kinase components did not affect thermosensory hypocotyl growth (Supplemental Figure S1). The only exception was *med17*, which showed markedly shorter hypocotyl at 27°C and reduced thermal response when compared with the wild-type seedlings. This result is consistent with a recent study showing that MED17 binds to and facilitates the enrichment of H3K4me3 on the promoters of thermosensory genes such as *PIF4*, *YUC8*, *IAA19*, and *IAA29* (Agrawal et al., 2022). Two mechanisms could potentially lead to the lack of phenotype in other Mediator mutants. First, it could be caused by functional redundancy. This may be the case for *med22a/med22b*, *med7a/med7b*, and *med10a/med10b* (Supplemental Figure S1) and could be tested with higher order mutants in future studies. Secondly, although the “relative response” phenotypes of some Mediator mutants were the same as the wild-type, the absolute hypocotyl length at both 20°C and 27°C was shorter than that of the wild-type (e.g. *med22a*, *med7a*, *cycCa*; Supplemental Figure S1). This suggests that some Mediator subunits are equally important for hypocotyl growth at both lower (20°C) and warmer temperatures (27°C), that is their roles in hypocotyl elongation are not temperature dependent. We also want to emphasize that some Mediator subunits (e.g. MED1, MED4, MED12, etc.) are essential for Arabidopsis growth and development and null mutants of these subunits are either embryonic or seedling lethal. We did not include these mutants in the current study but highlighted them in Supplemental Figure S1.

In higher eukaryotes, Mediator contains at least seven tail components, namely MED2/29/32, MED3/27, MED5/24/33, MED15, MED16, MED23, and MED25 (Buendía-Monreal and Gillmor, 2016; Dolan and Chapple, 2017; Soutourina, 2018). Although originally assigned to the tail module (Dotson et al., 2000), MED14 was later found to play a more complex and critical role in both basal and activated transcription. For example, the cryo-electron microscopy (Cryo-EM) structure of *Schizosaccharomyces pombe* Mediator revealed that yeast MED14 functions as a backbone that connects the head, middle, and tail modules (Tsai et al., 2017). Likewise, *Mus musculus* MED14 is also centrally positioned, which enables inter-module interactions and makes it heavily involved in tail interactions (Zhao et al., 2021). Although it has not been definitively determined, Arabidopsis MED14 may possess similar structural features and play equally important roles in bridging all three modules as well as interacting with specific transcription factors, as suggested here by our data showing that MED14 physically interacts with activators PIF4 and HMR for thermoresponsive gene expression (Figure 4).

Nevertheless, the precise molecular details underlying the PIF4/HMR–MED14 interaction and the subsequent transcriptional activation of thermo-induced genes have yet to be revealed. Recent studies revealed that a variety of mammalian and yeast transcription factors form phase-separated condensates with Mediator through diverse TADs and that the formation of such condensates is associated with gene activation (Boija et al., 2018; Sabari et al., 2018). The phase-separating capacity of TADs and Mediator subunits is endowed by intrinsically disordered regions (IDRs), low-complexity protein segments that lack a defined secondary structure. In most eukaryotes, >80% of transcription factors and 75% of Mediator subunits possess extended (≥30 residues) IDRs (Liu et al., 2006; Tóth-Petróczy et al., 2008). Similarly, numerous plant transcription factors and Mediator subunits are predicted to contain at least one IDR (Nagulapalli et al., 2016; Salladini et al., 2020). In particular, the bHLH transcription factor family, to which PIF4 belongs, is hypothesized to have a general ability to undergo spontaneous liquid–liquid phase separation in transcription regulation by their IDRs (Tarczewska and Greb-Markiewicz, 2019; Salladini et al., 2020). Both PIF4 and HMR possess TADs that are potentially intrinsically disordered and thus could contribute to interactions with the Mediator complex. PIF4’s TAD contains a variant of the ΦxxΦΦ motif (Φ indicates a bulky hydrophobic residue and x is any other amino acid) flanked by multiple acidic residues, a structural feature that resembles the activator motifs in other activators such as mammalian p53 and yeast Gcn4 (Yoo et al., 2021). Mutating the ΦxxΦΦ motif reduced PIF4 transcriptional activity in yeast (Yoo et al., 2021). HMR possesses an acidic-type 9aaTAD, the mutation of which drastically reduces its transactivation activity (Qiu et al., 2015) and affects MED14 recruitment to the promoter of PIF4-regulated thermo-induced genes (Supplemental Figure S8). However, mutating HMR’s TAD exerts pleiotropic effects on transcriptional machinery in thermomorphogenesis. Both PIF4 protein accumulation and *MED14* transcript abundance at warm temperatures were dramatically reduced in the *hmr-22* background (Supplemental Figure S7, C–F), suggesting that HMR’s TAD is required for the accumulation of the transcription activator and co-activator complex. On the other hand, it is still unclear whether HMR’s TAD is directly involved in recruiting MED14 to the promoters of growth-promoting PIF4 target genes upon moderate temperature elevations. Future research will focus on unraveling the interaction mechanism between PIF4/HMR and MED14 upon temperature changes.

Besides its central role in thermomorphogenesis, PIF4 is also known for its function in shade avoidance (Lorrain et al., 2008; Hornitschek et al., 2009). A recent study reported that tomato PIF4 promotes shade-induced hypocotyl elongation by recruiting MED25 to regulate the expression of genes that encode auxin biosynthesis and auxin signaling proteins (Sun et al., 2020). Two *med25* loss-of-function mutants also showed reduced thermosensory hypocotyl growth (Figure 1, B and C), suggesting a potential function of MED25 in thermomorphogenesis and that multiple tail subunits may simultaneously contribute to the thermal response. We also tested whether MED14 is also involved in the shade-avoidance response. Like *pif4-2* and *hmr-22*, the *med14* mutant showed a severe defect in low R/FR ratio-mediated shade avoidance (Supplemental Figure S3). Therefore, it would be interesting to study the shared and unique mechanisms by which PIF4/HMR recruits Mediator tail subunits MED14 and MED25 in different signaling pathways triggered by two environmental cues.

## Materials and methods

### Plant materials and growth conditions

All the Arabidopsis (*Arabidopsis thaliana*) mutants used in this study are in the Col-0 background. Mediator mutants were obtained from the Arabidopsis Biological Resource Center and the detailed list is shown in Supplemental Table S1. Homozygosity was confirmed by polymerase chain reaction (PCR) before the seeds were used for phenotyping. Other Arabidopsis mutants, including *pif4-2* (SAIL_1288_E07) and *hmr-22*, were previously described (Leivar et al., 2008; Qiu et al., 2015, 2019). Seeds were briefly rinsed with 70% (v/v) ethanol and surface sterilized with bleach (3% sodium hypochlorite, w/v) for 10 min before being plated on half-strength Murashige and Skoog (1/2 MS) media supplemented with Gamborg’s vitamins (MSP0506, Caisson Laboratories, North Logan, UT, USA), 0.5-mM MES (pH 5.7), and 0.8% (w/v) agar (A038, Caisson Laboratories, North Logan, UT, USA). Seeds were stratified in the dark at 4°C for 3–5 days to synchronize germination before treatment under specific light and temperature conditions in LED chambers (Percival Scientific, Perry, IA, USA). Unless otherwise stated, seedlings were grown in continuous R light (50 µmol m^−2^ s^−1^). Fluence rates of light were measured using an Apogee PS200 spectroradiometer (Apogee Instruments Inc., Logan, UT, USA).

### Seedling measurements

For quantification of hypocotyl length, petiole length, and petiole angles under continuous R light (50 µmol m^−2^ s^−1^), seedlings were grown at either 20°C or 27°C for 96 h. For quantification of hypocotyl length under continuous white light (35 µmol m^−2^ s^−1^), seedlings were grown at either 20°C (R/FR ratio = 10.2), 20°C (R/FR = 0.4), or 27°C (R/FR = 10.2) for 12 days. Seedlings from each line were placed on transparency film paper and scanned using an Epson Perfection V700 photo scanner. Hypocotyl length, petiole length, and petiole angles were measured using NIH ImageJ software (http://rsb.info.nih.gov/nih-image/). The percent increase in the hypocotyl/petiole length or petiole angle of each line was calculated as the percentage of the rise in hypocotyl/petiole length or petiole angle at 27°C compared with that at 20°C. The relative response (for hypocotyl or petiole length) of a mutant is defined as the percentage of its PI value or temperature response relative to that of Col-0. At least three replicates were used to calculate the mean and standard deviation of each relative response. Violin and box plots were generated using Prism 9 (GraphPad Software, San Diego, CA).

### Plasmid constructions

All PCR reactions were performed using the Q5 High-Fidelity DNA Polymerase and the ligation reactions with the NEBuilder HiFi DNA Assembly Master Mix (New England Biolabs Inc., Ipswich, MA, USA). To generate the binary vector for making *MED14* transgenic lines, the full-length coding sequence (CDS) of *MED14* was fused with the sequence of a *(PT)_4_P linker* and three copies of an *HA-tag* when being cloned into the binary vector pCHF1 between SacI and BamHI. The bait vectors used in GST pull-down assays were either made previously (Qiu et al., 2015) or generated by cloning the full-length CDS of *PIF4* into pET42b vectors between BamHI and HindIII, and prey vectors were constructed by cloning the full-length CDS of *MED14* into the pCMX-PL2-NterHA vector between EcoRI and BamHI. Vectors used for the Bimolecular fluorescence complementation assay were generated by cloning the full-length CDS of *PIF4* and *HMR* into MCS I of pDOE-01 (ABRC stock# CD3-1901) between NcoI and SpeI, followed by cloning the full-length CDS of *MED14* into MCS III between KfII and AatII. All the primers used for plasmid constructions are listed in Supplemental Table S2.

### Generation of transgenic lines

To generate the *35S::MED14–HA/med14* transgenic lines, the *med14* mutant was transformed with the above-described *pCHF1-MED14-(PT)_4_P-3×HA* plasmid using the *Agrobacterium*-mediated floral dip method. The transformants were selected on the 1/2 MS medium containing 100 µg·mL^−1^ gentamycin. At least 10 independent lines that segregated approximately 3:1 for gentamycin resistance in the T2 generation were identified and two of these lines were selected for this study based on the transgene expression level. For all experiments, T3 self-progenies of homozygous T2 plants were used.

### RNA extraction and RT–qPCR

Total RNA was extracted from 50 to 100 mg seedlings using the Quick-RNA Miniprep Kit with on-column DNase I digestion (Zymo Research, Irvine, CA, USA). cDNA was synthesized with 2–2.5 µg total RNA using the Invitrogen SuperScript III Reverse Transcriptase and the Oligo(dT)_20_ primer (Thermo Fisher Scientific, Waltham, MA, USA). For RT–qPCR, cDNA diluted in nuclease-free water was mixed with FastStart Universal SYBR Green Master (MilliporeSigma, Burlington, MA, USA) and gene-specific primers (Supplemental Table S3). RT–qPCR reactions were performed in triplicate with a Qiagen Rotor-Gene Q 5Plex real-time cycler (Qiagen, Germantown, MD, USA). Transcript levels of each gene were calculated relative to that of *PP2A*. A standard curve was performed for each gene to determine the linear range, efficiency, and reproducibility of the qPCR assay. The final RT–qPCR results were calculated by the 2^−ΔΔCt^ method using at least two biological replicates. Bar charts were generated using Prism 9 (GraphPad Software, San Diego, CA, USA).

### RNA-seq and data analysis

RNA was isolated as described above. The RNA concentration and purity were determined spectrophotometrically using the Nanodrop 2000 instrument (Thermo Fisher Scientific, Waltham, MA), and assessing the continuous spectrum (190–840 nm) generated by the instrument for each sample. The quality of the RNA samples was evaluated on the Agilent 2100 Bioanalyzer (Agilent Technologies Inc., Santa Clara, CA, USA).

Sequencing libraries were generated with 300 ng to 1 µg of RNA using the TruSeq Stranded mRNA Sample Preparation Kit (Illumina, San Diego, CA, USA). The libraries were assessed for size and purity using the Agilent 2100 Bioanalyzer and quantitated by RT–qPCR using a KAPA Biosystems Library Quantitation kit (Roche, Pleasanton, CA, USA). Libraries were normalized, pooled, and diluted to a loading concentration of 1.8 pM, loaded on an Illumina High-Output Flow Cell, and sequenced on the Illumina NextSeq 500 instrument. The sequencing run generated ∼16 million 150-bp paired-end reads per sample, and all run metrics, including Q-Score distributions, cluster densities, and total sequence yields, were within the recommended parameters.

Data analysis was performed using the Qiagen CLC Genomics Workbench (CLCGWB) version 21 software. The reads were mapped to the A. thaliana reference genome (TAIR10/Araport11 genome release), using default parameters with a strand-specific alignment protocol. The mapping report indicated that all metrics fell within the recommended parameters, with >90% of the reads per sample mapping to the reference genome. The mapping results generated values for Total Counts, Transcripts per Million reads, as well as FPKM for each gene. The “Differential Expression for RNA-Seq” tool in CLCGWB software was used, with default parameters, to identify differentially expressed genes across samples. Genes that had a fold-change of ≥2, an FDR-corrected *P* <0.001, and a Maximum Group Mean FPKM of >1 (i.e. the maximum of the average FPKM across the two groups in each statistical comparison) were considered to be significantly differentially expressed. The list of differentially expressed genes obtained in each statistical comparison is shown in Supplemental Data Set 1. Venn diagrams were generated using the Bioinformatics and Evolutionary Genomics website (https://bioinformatics.psb.ugent.be/webtools/Venn/). Hierarchical cluster analysis was performed with the Morpheus software tool available on the Broad Institute website (https://software.broadinstitute.org/morpheus/). Gene Ontology (GO) enrichment analyses were performed using the PANTHER classification tool available at the TAIR website (https://www.arabidopsis.org/tools/go_term_enrichment.jsp) or the GeneCodis 4 program (https://genecodis.genyo.es/; García-Moreno et al., 2022). For comparison of data with published datasets, the appropriate FastQ files available in the National Center for Biotechnology Information-Gene Expression Omnibus (NCBI-GEO) database were imported into CLCGWB software, and all analyses were conducted similarly to those described above. For the published datasets that utilized a 3′-TagSeq protocol, mapping was performed using the 3′-Sequencing option in the CLCGWB alignment parameters.

RNA-seq data accession number. The RNA-seq analysis data described in this article are accessible through accession no. GSE196969 at NCBI’s Gene Expression Omnibus database.

### Protein extraction and immunoblots

For immunoblots, total protein was extracted from 4-day-old seedlings as previously described (Qiu et al., 2019, 2021). Briefly, 200-mg seedlings were freshly homogenized using a BeadBug microtube homogenizer (Benchmark Scientific Inc., Sayreville, NJ, USA) in three volumes (mg·μL^−1^) of extraction buffer containing 100-mM Tris–HCl, pH 7.5, 100-mM NaCl, 5-mM EDTA, 5% (w/v) SDS, 20% (v/v) glycerol, 20-mM DTT, 40-mM β-mercaptoethanol, 2-mM phenylmethylsulfonyl fluoride, 40-µM MG115 (Apexbio Technology LLC, Houston, TX, USA), 40-µM MG132 (Cayman Chemical, Ann Arbor, MI, USA), 40-µM bortezomib (MilliporeSigma, Burlington, MA, USA), 10-mM N-ethylmaleimide (Thermo Fisher Scientific, Waltham, MA, USA), 1× phosphatase inhibitor cocktail 2 (Thermo Fisher Scientific, Waltham, MA, USA), 1× phosphatase inhibitor cocktail 3 (MilliporeSigma, Burlington, MA, USA), 1× EDTA-free protease inhibitor cocktail (MilliporeSigma, Burlington, MA, USA), and 0.01% (w/v) bromophenol blue. Samples were boiled for 10 min and centrifuged at 16,000*g* for 10 min. The supernatant was immediately used for immunoblots or stored at −80°C until use.

For immunoblots, cleared protein samples were separated via sodium dodecyl sulphate–polyacrylamide gel electrophoresis (SDS–PAGE), transferred to nitrocellulose membranes, probed with the indicated primary antibodies, and then incubated with 1:5,000 dilution of horseradish peroxidase-conjugated goat anti-rabbit or anti-mouse secondary antibodies (Bio-Rad Laboratories, 1706515 for anti-rabbit and 1706516 for anti-mouse). Primary antibodies, including monoclonal mouse anti-HA antibodies (MilliporeSigma, H3663), polyclonal rabbit anti-HMR antibodies (Chen et al., 2010), polyclonal goat anti-PIF4 antibodies (Agrisera, AS16 3955), and polyclonal rabbit anti-RPN6 antibodies (Enzo Life Sciences, BMLPW8370-0100) were used at 1:1,000 dilution. Signals were detected via chemiluminescence using a SuperSignal kit (Thermo Fisher Scientific, Waltham, MA, USA) and an Azure C600 Advanced Imaging System (Azure Biosystems, Dublin, CA, USA). To compare the protein levels (e.g. HMR and PIF4 in Figure 2C) among different genotypes, they were first normalized against the RPN6 protein level in the same sample, and then the relative protein level was calculated by comparing the normalized value with that in the control genotype (e.g. Col-0 before thermal treatment in Figure 2C), which was set to 1.

### Chromatin immunoprecipitation

ChIP assays were performed as previously described with modifications (Wu et al., 2016). Seedlings grown on 1/2 MS medium in continuous R light (50 µmol m^−2^ s^−1^) at 20°C for 96 h were treated at 27°C for 6 h before collecting. About 200-mg seedlings were cross-linked with 1% formaldehyde in 1× phosphate buffered saline (PBS) for 2 × 15 min by vacuum infiltration, followed by the addition of glycine to 125 mM with another 10 min of vacuum infiltration. Fixed seedlings were dried on a stack of paper towels after being washed with 4 × 10 mL cold PBS. Samples were ground into a fine powder in liquid nitrogen and resuspended in nuclear isolation buffer containing 20-mM Hepes, pH 7.6, 0.25-M sucrose, 5-mM KCl, 10-mM MgCl_2_, 40% (v/v) glycerol, 0.25% (v/v) Triton X-100, 0.1-mM PMSF, 0.1% (v/v) β-mercaptoethanol, 1× complete EDTA-free protease inhibitor cocktail (MilliporeSigma, Burlington, MA, USA). Nuclei were enriched by filtering the lysate through two layers of Miracloth and centrifugation at 3,000*g* for 10 min at 4°C. Nuclear pellets were resuspended in nuclei lysis buffer (20-mM Tris–HCl, pH 7.5, 100-mM NaCl, 2.5-mM EDTA, 10% (v/v) glycerol, 1% (v/v) Triton X-100, 1× protease inhibitor cocktail) and sonicated with 25 cycles of 30-s-long pulses (30-s intervals) using a Bioruptor Plus (Diagenode, Denville, NJ, USA). Nuclear lysates were cleared with two rounds of centrifugation at 13,000*g* for 5 min at 4°C. Immunoprecipitation was performed by incubating 30 μL of Dynabeads Protein G (Thermo Fisher Scientific, Waltham, MA, USA), 2.5 µg of anti-HA tag antibody (Abcam, Waltham, MA, USA), and 1 mL of diluted chromatin (containing 100 μL of sonicated chromatin) at 4°C for 4 h. Beads were washed for 2 × 15 min with low-salt wash buffer (20-mM Tris–HCl, pH 7.5, 150-mM NaCl, 2.5-mM EDTA, 0.05% (w/v) SDS, 1% (v/v) Triton X-100), for 2 × 15 min with high-salt wash buffer (20-mM Tris–HCl, pH 7.5, 500-mM NaCl, 2.5-mM EDTA, 0.05% (w/v) SDS, 1% (v/v) Triton X-100), for 1 × 15 min with LiCl Wash Buffer (20-mM Tris–HCl, pH 7.5, 250-mM LiCl, 1-mM EDTA, 0.5% (w/v) Na-deoxycholate, 0.5% (v/v) Nonidet P-40), and for 1 × 15 min with TE buffer (10-mM Tris–HCl, pH 7.5, 1-mM EDTA). Ten percent (w/v) chelex resin (Bio-Rad, Hercules, CA, USA) was mixed with the beads and immunoprecipitated DNA was eluted after reverse cross-linking by boiling at 95°C for 10 min, followed by treatment with 40 μg of proteinase K for 1 h at 55°C. Eluted DNA was recovered using the ChIP DNA Clean & Concentrator kit (Zymo Research, Irvine, CA, USA) and used for qPCR reactions. Primers for ChIP-qPCR are listed in Supplemental Table S4. Values are means ± sd from two independent samples; data are presented as a ratio of (MED14*–*HA *IAA*/input *IAA*) to (MED14*–*HA at internal control/input at internal control) to correct for tube-to-tube variation (the MED14*–*HA level at position +1912 in *Actin7* was used as an internal control for normalization).

### GST pull-down

GST pull-down assays were performed as described previously (Qiu et al., 2015, 2021). The pET42b/PIF4 and pET42b/HMR vectors were constructed as described above and expressed as GST-PIF4 and GST-HMR fusion proteins in the *E. coli* strain BL21-CodonPlus (DE3) (Agilent Technologies). The pCMX-PL2-NterHA/MED14 vector was constructed as described above and expressed as HA-MED14 proteins using the TNT T7 Coupled Reticulocyte Lysate System (Promega, Madison, WI, USA). HA-MED14 prey proteins were incubated with the affinity-purified GST-PIF4 or GST-HMR bait proteins immobilized on glutathione Sepharose 4B beads (GE Healthcare, Chicago, IL, USA) at 4°C for 2 h. Beads were washed four times with E buffer (50-mM Tris–HCl, pH 7.5, 100-mM NaCl, 1-mM EDTA, 1-mM EGTA, 1% (v/v) dimethyl sulfoxide (DMSO), 2-mM DTT, 0.1% (v/v) Nonidet P-40). Bound proteins were eluted by boiling in 2× SDS loading buffer and used in subsequent SDS–PAGE and immunoblotting. Input and immunoprecipitated HA-MED14 prey proteins were detected using goat anti-HA polyclonal antibodies (GenScript, Piscataway, NJ, USA). The amounts of GST-PIF4 and GST-HMR bait proteins were visualized by staining the SDS–PAGE with Coomassie Brilliant Blue.

### Agroinfiltration-based BiFC

The pDOE-01/PIF4 and pDOE-01/PIF4/MED14 vectors were constructed as shown above. The BiFC assays were performed as described (Gookin and Assmann, 2014). The constructed pDOE-01 vectors were transformed into GV3101 *Agrobacterium* electrocompetent cells and selected on 25-µg mL^−1^ rifampicin, 20-µg·mL^−1^ gentamycin, and 50-µg·mL^−1^ kanamycin at 29°C for 2–3 days. Several colonies of positive transformants were harvested from the plate, inoculated to LB media containing the above-mentioned antibiotics, and cultured at 29°C for 2 h with 100-µM acetosyringone (MilliporeSigma, Burlington, MA, USA). *Agrobacterium* cells were washed with and diluted to an OD_600_ of 0.1 in the infiltration buffer (10-mM MES-KOH, pH 5.6, 10-mM MgCl_2_, and 100-µM acetosyringone). *Agrobacterium* cells containing the pCHF3/CFP plasmid were treated in the same way and mixed with those containing the pDOE-01 vectors for co-infiltration.

*Nicotiana benthamiana* plants were grown in General Purpose Pro-Mix BX (Premier Tech Horticulture, Quakertown, PA, USA) in a growth room with 150-µmol·m^−2^·s^−1^ white light, 14-h light/10-h dark cycles, and a temperature range between 21°C and 24°C. BiFC control and test infiltrations were performed on three plants each. Fluorescence signals were examined 40–70 h after agroinfiltration using a Leica SP8 Inverted Confocal Microscope (Leica Microsystems Inc., Buffalo Grove, IL, USA). The laser output power and intensity were set to 70% and 10%, respectively. The mVenus signal was excited with a white light laser at 488 nm and emissions were captured at 500–550 nm with a gain of 456. The CFP signal was excited using a 408-nm diode laser and emissions were captured at 460–490 nm with a gain of 362. All the signals were co-detected with chlorophyll autofluorescence, which was captured at 650–700 nm with a gain of 437.

### Accession numbers

Accession numbers are as described by TAIR (https://www.arabidopsis.org) as follows: PHYTOCHROME-INTERACTING FACTOR 4 (PIF4), AT2G43010; HEMERA (HMR), AT2G34640; MED2/29/32, AT1G11760; MED3/27, AT3G09180; MED5A/33A, AT3G23590; MED5B/33B, AT2G48110; MED6, AT3G21350; MED7A, AT5G03220; MED7B, AT5G03500; MED8, AT2G03070; MED9, AT1G55080; MED10A, AT5G41910; MED10B, AT1G26665; MED14, AT3G04740; MED16, AT4G04920; MED17, AT5G20170; MED18, AT2G22370; MED19A, AT5G12230; MED22A, AT1G16430; MED22B, AT1G07950; MED23, AT1G23230; MED25, AT1G25540; MED28, AT3G52860; MED30, AT5G63480; MED31, AT5G19910; CYCLIN C1-2 (CYCCA), AT5G48630; CYCLIN C1-1 (CYCCB), AT5G48640; SERINE/THREONINE PROTEIN PHOSPHATASE 2A (PP2A), AT1G13320; YUCCA8 (YUC8), AT4G28720; INDOLE-3-ACETIC ACID INDUCIBLE 19 (IAA19), AT3G15540; INDOLE-3-ACETIC ACID INDUCIBLE 29 (IAA29), AT4G32280; SULFOTRANSFERASE 2A (ST2A), AT5G07010; ARABIDOPSIS PP2C CLADE D 7 (APD7), AT5G02760; AUXIN-REGULATED GENE INVOLVED IN ORGAN SIZE (ARGOS), AT3G59900; RING, AT1G24580; SERINE CARBOXYPEPTIDASE-LIKE 31 (SCPL31), AT1G11080; METHYL ESTERASE 18 (MES18), AT5G58310; ACTIN 7 (ACT7), AT5G09810.

## Supplemental data

The following materials are available in the online version of this article.

**Supplemental Figure S1.** Thermomorphogenetic hypocotyl responses in mediator mutants.

**Supplemental Figure S2.** MED14 regulates warm temperature-induced petiole elongation and leaf hyponastic response.

**Supplemental Figure S3.** MED14 is required for both warm temperature- and shade-induced hypocotyl elongation.

**Supplemental Figure S4.** Quantification of HMR and PIF4 protein levels during thermal treatments.

**Supplemental Figure S5.** Comparison of thermoresponsive transcriptomes in different studies.

**Supplemental Figure S6.** Analysis of PIF4/HMR/MED14-dependent thermoresponsive genes.

**Supplemental Figure S7.** Characterization of *35S::MED14–HA* lines crossed with *pif4-2* and *hmr-22*.

**Supplemental Figure S8.** The association of MED14 with thermo-induced PIF4 direct targets is reduced in the *hmr-22* mutant.

**Supplemental Table S1.** List of T-DNA insertion lines and genotyping primers used in this study.

**Supplemental Table S2.** Primers used for plasmid construction.

**Supplemental Table S3.** RT–qPCR primers for the genes examined in this study.

**Supplemental Table S4.** ChIP-qPCR primers for the genes examined in this study.

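Data Set S1 gives, for each gene called in a genotype, the fold change, its p-values, and the RPKM of each replicate at both temperatures. Warm-induced genes on its Col-0 list include *HSP90-1* and *IAA2*, and warm-repressed ones *IRT1* and *PAL1*. Of the 828 genes that it lists as induced in Col-0, 827 were tested here, all had a higher level at 27°C, and 442 passed the same thresholds. Of the 938 that it lists as repressed, all had a lower level, and 590 passed. The repressed list holds 53 plastid and 33 mitochondrial genes, and the induced list none. Both lists were chosen on these libraries. The lists of the mutants are shortened in the copy used here and were not compared.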

**Supplemental Data Set S1.** Lists of SSTF genes regulated by warm temperatures in Col-0, *pif4-2*, *hmr-22*, and *med14*.

**Supplemental Data Set S2.** Lists of thermo-responsive genes in two other reports.

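Data Set S3 lists the genes that passed the thresholds in Col-0 and in no mutant, such as *GH3.6*, *PIF5*, and *ELF4*, with their log2 changes in all 4 genotypes. Of its 324 induced genes, 323 were tested here. In Col-0, 157 passed the same thresholds and 146 passed in Col-0 alone. The response was lower than in Col-0 for 79 of them in *pif4-2*, 196 in *hmr-22*, and 147 in *med14*, and for 60 in all 3 (limma's interaction test, adjusted p under 0.05). Of its 281 repressed genes, 140 passed in Col-0 and 136 in Col-0 alone, and the response was weaker for 33, 146, and 63, and for 14 in all 3. Of the 281, 5 are plastid and 11 mitochondrial genes. *ELF4*, a clock gene on the repressed list, had a log2 change of −1.28 in Col-0 and a difference of 0.87 in *pif4-2*, 1.04 in *hmr-22*, and 0.69 in *med14* (adjusted p = 0.00677, 4.28e-05, and 0.0203 from limma), though its fall in Col-0 did not pass without rescaling.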

**Supplemental Data Set S3.** Lists of PIF4/HMR/MED14-dependent thermo-responsive genes.

**Supplemental Data Set S4.** Lists of potential PIF4/HMR/MED14-dependent, thermo-responsive PIF4 direct targets.

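Data Set S4 holds the PIF4-bound genes of 3 chromatin immunoprecipitation studies and the genes of Data Set S3 found in at least 2 of them, such as *HFR1*, *PIF3*, and *XTH33*. Of the 324 induced genes of Data Set S3, 50 (15.4%) are on the list of Pfeiffer et al., and of the 281 repressed genes 10 (3.56%), an odds ratio of 4.93 (Fisher's exact test, two-sided, p = 5.06e-07). Of the 114 and 25 genes in Data Set S4, 48 (42.1%) and 9 (36.0%) are on it. Among all genes of Col-0 in Data Set S1, it holds 84 of 828 (10.1%) and 39 of 938 (4.16%).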

## Supplementary Material

kiac412_Supplementary_Data

## Data Availability

The original contributions presented in the study are included in the article/Supplementary Material, further inquiries can be directed to the corresponding author. The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in NCBI’s Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/), GSE196969.

## Notes

Y.Q. and A.B. conceived the original research plan; Y.Q., S.R.B., and A.K.A. supervised the experiments; A.B., J.X., K.F.G., E.E.B., C.A.G., C.H.C., A.K.A., and Y.Q. performed the experiments; A.B., J.X., S.R.B., A.K.A., and Y.Q. analyzed the data; Y.Q. wrote the article with the contributions from all authors; all authors approved the submitted version.

The author responsible for distribution of materials integral to the findings presented in this article in accordance with the policy described in the Instructions for Authors (https://academic.oup.com/plphys/pages/general-instructions) is: Yongjian Qiu ().

# Supplementary material for: PHYTOCHROME-INTERACTING FACTOR 4/HEMERA-mediated thermosensory growth requires the Mediator subunit MED14
**Source:** Plant Physiol. 2022 Sep 5;190(4):2706–21. doi: 10.1093/plphys/kiac412
**Supplement:** kiac412_Supplementary_Data

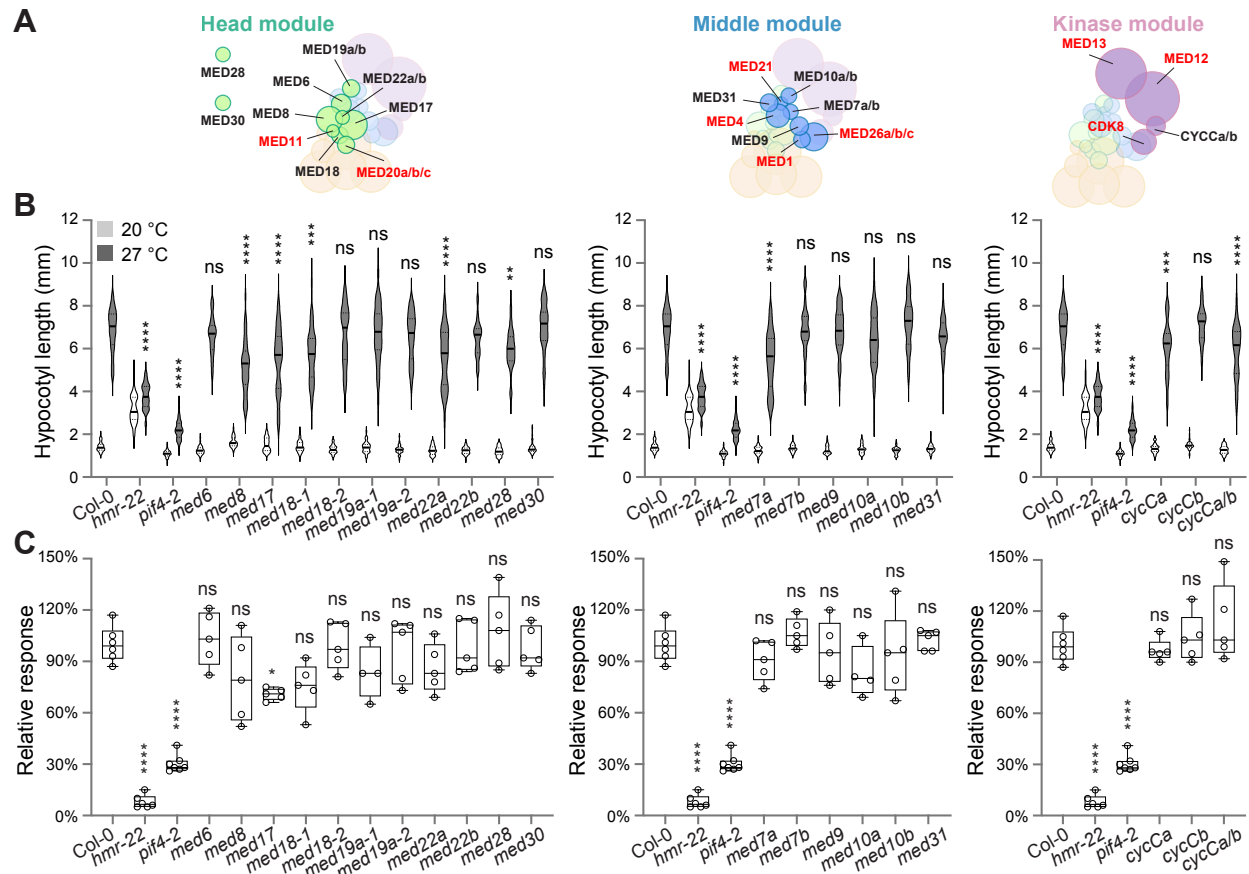

Supplemental Figure S1. Thermomorphogenetic hypocotyl responses in mediator mutants.

(A) Schematic illustration of the Arabidopsis Mediator subunits. The size of each circle reflects the relative protein size (predicted molecular weight) of each mediator subunit. The relative position of each mediator component is based on the cryo-EM and crystal structures of yeast and human Mediator (Tsai et al., 2014; Robinson et al., 2015) and interaction data of Arabidopsis mediator subunits (Maji et al., 2019). Protein subunits in each module are colored in different colors: head module, green; middle module, blue; tail module, orange; cyclin kinase module, purple. Null mutants of the mediator subunits labeled with red were not available or lethal.

(B) Hypocotyl length measurements of mutant seedlings of mediator head, middle, and kinase subunits. Seedlings were grown for 4 days in continuous red (R) light ($50 \mu\text{mol m}^{-2} \text{s}^{-1}$). The white and grey violin plots represent hypocotyl length measurements at 20 °C and 27 °C, respectively. The elements of violin plots are as follows: solid line, median; lower dotted line, first quartile; upper dotted line, third quartile. The results of the one-way ANOVA analysis comparing the absolute hypocotyl length between Col-0 and each mutant grown at 27 °C are shown ($n > 30$). ****, $p < 0.0001$; ***, $p < 0.001$; **, $p < 0.01$; *, $p < 0.05$; ns, not significant ($p \geq 0.05$).

(C) Comparison of the relative thermal response among the seedlings in (B). The relative response is defined as the relative hypocotyl response to 27 °C of a mutant compared with that of Col-0 (which is set at 100%). The elements of box plots are as follows: center line, median; box limits, first and third quartiles; whiskers, minimum and maximum values; points, all data points. The results of the one-way ANOVA analysis comparing the relative response between Col-0 and each mutant are shown ($n \geq 5$). ****, $p < 0.0001$; ***, $p < 0.001$; **, $p < 0.01$; *, $p < 0.05$; ns, not significant ($p \geq 0.05$).

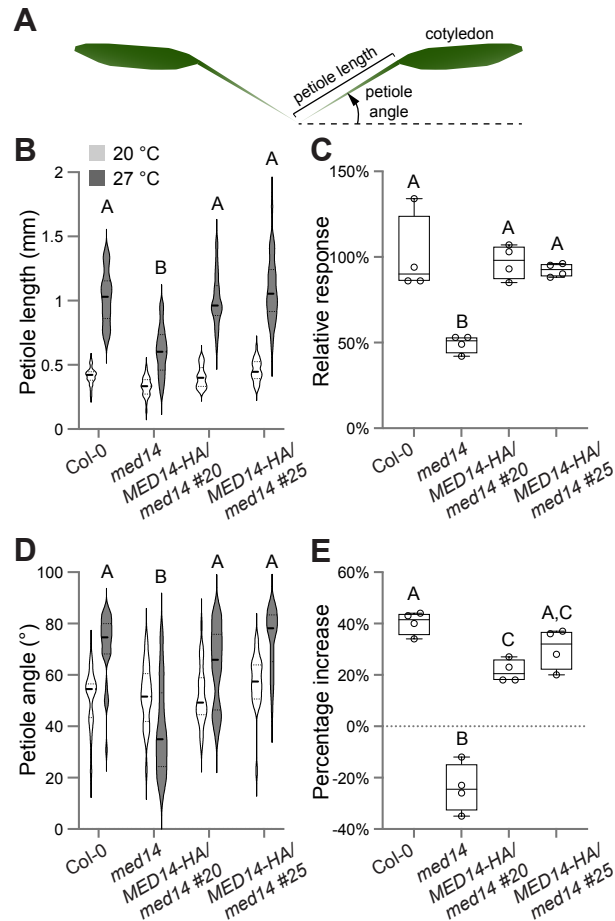

Supplemental Figure S2. MED14 regulates warm temperature-induced petiole elongation and leaf hyponastic response.

(A) An illustration showing how petiole length and angle are measured.

(B) Petiole length measurements of 4-d-old Col-0, *med14*, and *35S::MED14-HA/med14* (#20 and #25) seedlings grown in continuous red (R) light ($50 \mu\text{mol m}^{-2} \text{s}^{-1}$) at either 20 °C or 27 °C. The elements of violin plots are as follows: solid line, median; lower dotted line, first quartile; upper dotted line, third quartile. Different letters denote significant statistical differences between the absolute petiole length of each line grown at 27 °C (one-way ANOVA, $n \geq 30$, $p < 0.0001$).

(C) Comparison of the relative thermal response among the seedlings in (B). The elements of box plots are as follows: center line, median; box limits, first and third quartiles; whiskers, minimum and maximum values; points, all data points. Different letters denote significant statistical differences between the relative response of each line (one-way ANOVA, $n = 4$, $p < 0.01$).

(D) Petiole angle measurements of 4-d-old Col-0, *med14*, and *35S::MED14-HA/med14* (#20 and #25) seedlings grown in continuous R light ($50 \mu\text{mol m}^{-2} \text{s}^{-1}$) at either 20 °C or 27 °C. The elements of violin plots are as follows: solid line, median; lower dotted line, first quartile; upper dotted line, third quartile. Different letters denote significant statistical differences between the petiole angle of each line grown at 27 °C (one-way ANOVA, $n \geq 18$, $p < 0.0001$).

(E) Comparison of the percentage increase of petiole angle between seedlings grown at 20 °C and 27 °C in (D). The elements of box plots are as follows: center line, median; box limits, first and third quartiles; whiskers, minimum and maximum values; points, all data points. Different letters denote significant statistical differences between the relative response of each line (one-way ANOVA, $n = 4$, $p < 0.05$).

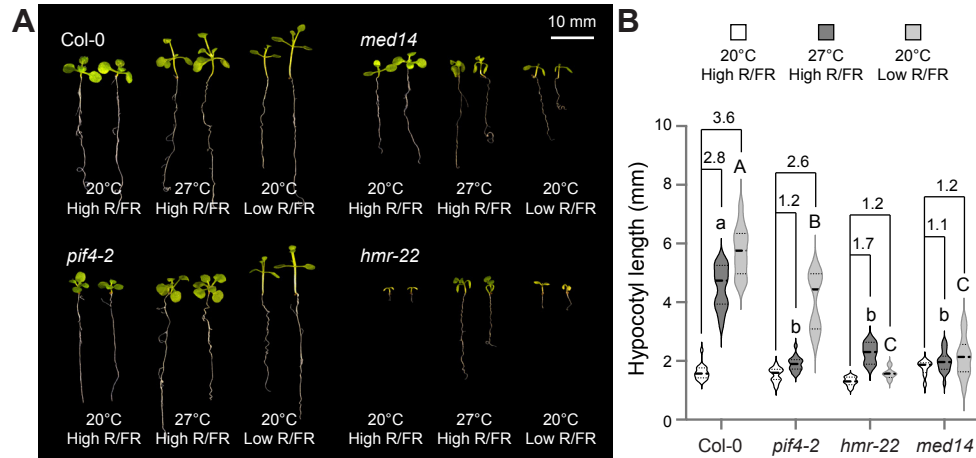

Supplemental Figure S3. MED14 is required for both warm temperature- and shade-induced hypocotyl elongation.

(A) Representative images of 12-d-old Col-0, *pif4-2*, *hmr-22*, and *med14* seedlings grown in continuous white light ($30 \mu\text{mol m}^{-2} \text{s}^{-1}$) at 20 °C with a high red to far-red (R/FR) ratio (10.2), 27 °C with a high R/FR ratio (10.2), and 20 °C with a low R/FR ratio (0.4). Images of seedlings grown in different conditions were digitally extracted and assembled for easy comparison. All the images were acquired using a Leica MZ10 F modular stereo microscope with the same settings (e.g., light, focus, and magnification). Scale bar, 10 mm.

(B) Hypocotyl length measurements of seedlings in (A). The elements of violin plots are as follows: solid line, median; lower dotted line, first quartile; upper dotted line, third quartile. Different lowercase and uppercase letters denote significant statistical differences between the absolute hypocotyl length of each line grown at 27 °C with a high R/FR ratio and 20 °C with a low R/FR ratio, respectively (one-way ANOVA, $n \geq 3$, $p < 0.0001$). The numbers show the fold differences between hypocotyl length at 27 °C with a high R/FR ratio (dark grey) or 20 °C with a low R/FR ratio (light grey) and 20 °C with a high R/FR ratio (white).

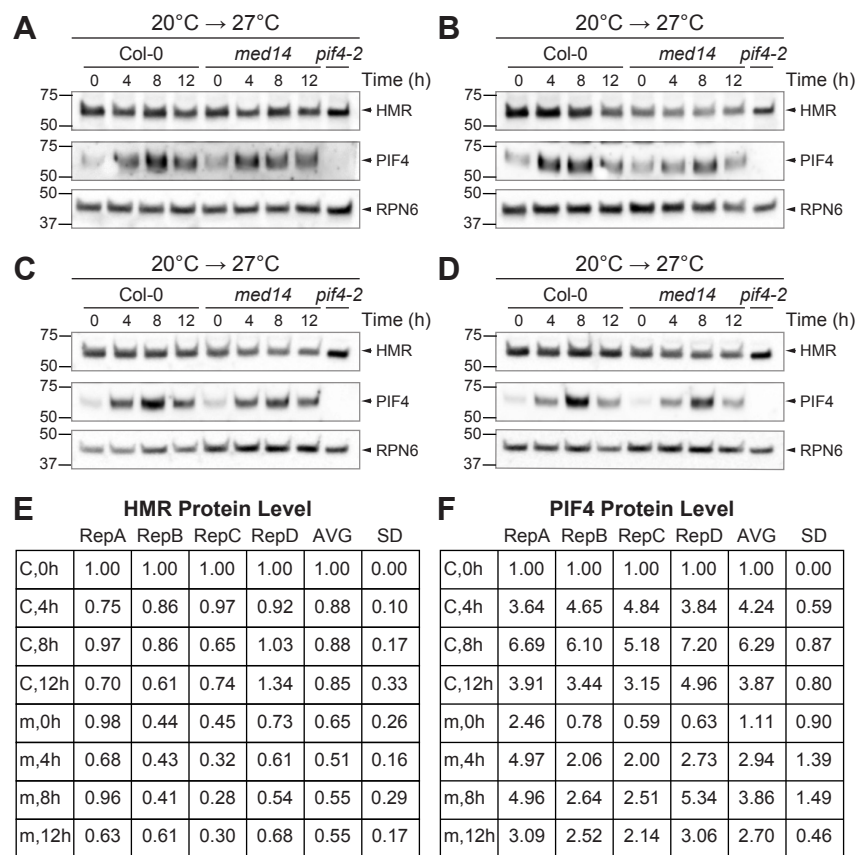

Supplemental Figure S4. Quantification of HMR and PIF4 protein levels during thermal treatments.

(A-D) Immunoblots of HMR and PIF4 levels in Col-0 and *med14* during the 20°C -to- 27°C transitions. Seedlings were grown in continuous R light ($50 \mu\text{mol m}^{-2} \text{s}^{-1}$) at 20°C for 96 h and then transferred to 27°C in the same light condition. Samples were collected and analyzed at the indicated time points. RPN6 was used as a loading control. (C) was used as a representative result in Figure 2.

(E-F) The relative levels of HMR (E) and PIF4 (F), normalized to RPN6, are quantified based on the four immunoblots in (A-D). The value of Col-0 at 0 h (HMR/RPN6 or PIF4/RPN6) was set to 1.00 for each blot. Values were used to make the plots in Figure 2C. C, Col-0; m, *med14*; Rep, replicate; AVG, average; SD, standard deviation.

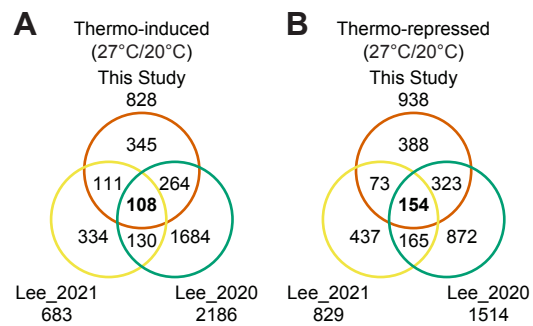

Supplemental Figure S5. Comparison of thermoresponsive transcriptomes in different studies. Venn diagrams are generated to compare the thermo-induced (A) and thermo-repressed (B) genes in the current study with those from another two studies (Lee 2020 and Lee 2021).

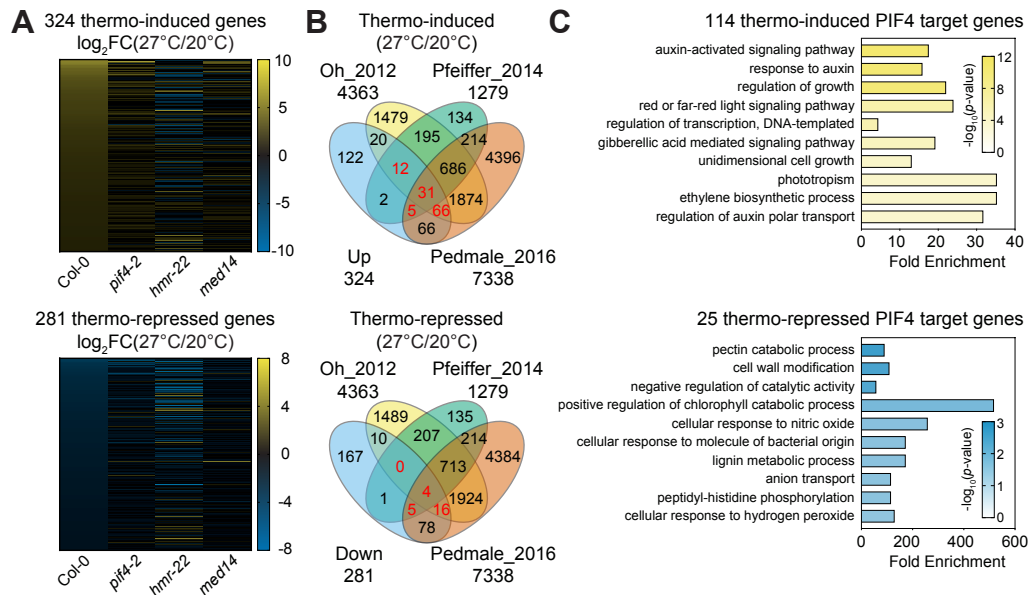

Supplemental Figure S6. Analysis of PIF4/HMR/MED14-dependent thermoresponsive genes.

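The heatmaps show log2 changes of 2 lists chosen for passing in Col-0 and not in the mutants, so a weaker median in the mutants follows in part from the choice. The median log2 change of the 323 tested induced genes, in limma's fit of the scaled FPKM values, was 1.16 in Col-0, 0.43 in *pif4-2*, 0.06 in *hmr-22*, and 0.12 in *med14*. That of the 281 repressed genes was −1.25, −0.60, −0.21, and −0.45. The sign was that of the paper's log2 change in 97.5% of the induced and 96.8% of the repressed genes in *pif4-2*, in 93.2 and 92.5% in *hmr-22*, and in 97.8 and 98.6% in *med14*.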

(A) Heatmaps show the transcriptional patterns of 324 PIF4/HMR/MED14-dependent thermo-induced genes (upper panel) and 281 PIF4/HMR/MED14-dependent thermo-repressed genes (lower panel) in Col-0, *pif4-2*, *hmr-22*, and *med14* mutants.

(B) Venn diagrams show the overlapping genes between 324 PIF4/HMR/MED14-dependent thermo-induced genes (upper panel) or 281 PIF4/HMR/MED14-dependent thermo-repressed genes (lower panel) and PIF4-binding genes identified through chromatin immunoprecipitation (ChIP) assays in three previous studies (Oh et al., 2012; Pfeiffer et al., 2014; Pedmale et al., 2016). Red numbers indicate the thermo-regulated genes that were bound by PIF4 in at least two studies.

(C) Gene ontology analysis of the 114 PIF4/HMR/MED14-dependent thermo-induced PIF target genes (upper panel) and 25 PIF4/HMR/MED14-dependent thermo-repressed PIF target genes (lower panel). The bar represents the fold enrichment and the color indicates the $-\log_{10}(p\text{-value})$.

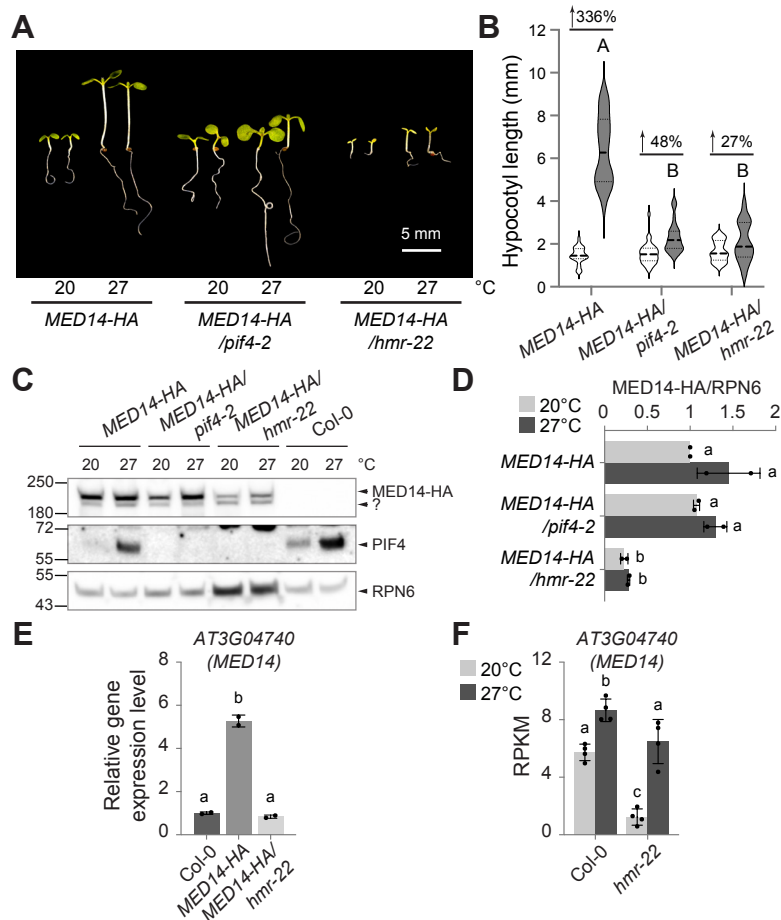

Supplemental Figure S7. Characterization of *35S::MED14-HA* lines crossed with *pif4-2* and *hmr-22*.

(A) Representative images of 4-d-old *35S::MED14-HA* (#20), *35S::MED14-HA/pif4-2*, and *35S::MED14-HA/hmr-22* seedlings in continuous red (R) light ($50 \mu\text{mol m}^{-2} \text{s}^{-1}$) at either 20 °C or 27 °C. Images of seedlings grown in different conditions were digitally extracted and assembled for easy comparison. All the images were acquired using a Leica MZ10 F modular stereo microscope with the same settings (e.g., light, focus, and magnification). Scale bar, 5 mm.

(B) Hypocotyl length measurements of seedlings in (A). The white and grey violin plots represent hypocotyl length measurements at 20 °C and 27 °C, respectively. The elements of violin plots are as follows: solid line, median; lower dotted line, first quartile; upper dotted line, third quartile. Different letters denote significant statistical differences between the absolute hypocotyl length of each line grown at 27 °C (one-way ANOVA, $n > 15$, $p < 0.0001$). The numbers and arrows indicate the percentage increase of hypocotyl length between 27 °C and 20 °C.

(C) Immunoblot analysis of MED14-HA and PIF4 levels in lines shown in (A). Seedlings were grown in continuous R light ($50 \mu\text{mol m}^{-2} \text{s}^{-1}$) at 20 °C for 96 h and then transferred to 27 °C or maintained at 20 °C in the same light condition. Samples were collected and analyzed after 6 h. Two bands were detected using anti-HA antibodies. The upper band was labeled as MED14-HA because it was close to the predicted protein size, while the identity of the lower band was unknown (?). PIF4 bands were detected using anti-PIF4 antibodies. RPN6 was used as a loading control.

(D) The relative levels of MED14-HA quantified from (C). The normalized level (MED14-HA/RPN6) in *35S::MED14-HA* at 20 °C was set to 1 and others were calculated as relative levels. The data were collected from two biological replicates (two technical replicates each) and different letters denote significant statistical differences (one-way ANOVA, $n = 2$, $p < 0.05$). Error bars represent the SD of two biological replicates.

(E) RT-qPCR analysis of *MED14* in Col-0, *35S::MED14-HA*, and *35S::MED14-HA/hmr-22* seedlings. Total RNA was extracted from seedlings grown in continuous R light ($50 \mu\text{mol m}^{-2} \text{s}^{-1}$) for 96 h at 20 °C and subsequently treated at 27 °C for 6 h. The relative expression of *MED14* was normalized to the expression level of *PP2A* after RT-qPCR. The transcript level in Col-0 was set to 1, and others were calculated by the $2^{-\Delta\Delta\text{Ct}}$ method. Error bars represent the SD of two biological replicates. Different letters denote significant statistical differences (one-way ANOVA, $n = 2$, $p < 0.001$).

(F) *MED14* transcript levels from RNA-seq data. 

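RPKM and FPKM are the same measure, reads or read pairs scaled by exon length and by the total mapped, and neither corrects for a different share of reads outside the listed genes. Per library, *MED14* ran from 4.97 to 6.31 in Col-0 and from 0.584 to 1.95 in *hmr-22* at 20°C, and from 8.03 to 9.68 and 4.37 to 7.79 at 27°C.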

RPKM (Reads Per Kilobase Million) values of *MED14* in 4-d-old Col-0 and *hmr-22* grown in continuous R light ($50 \mu\text{mol m}^{-2} \text{s}^{-1}$) at either 20 °C or 27 °C are compared. Different letters denote significant statistical differences (two-way ANOVA, $n = 4$, $p < 0.05$). Error bars represent the SD of four biological replicates.

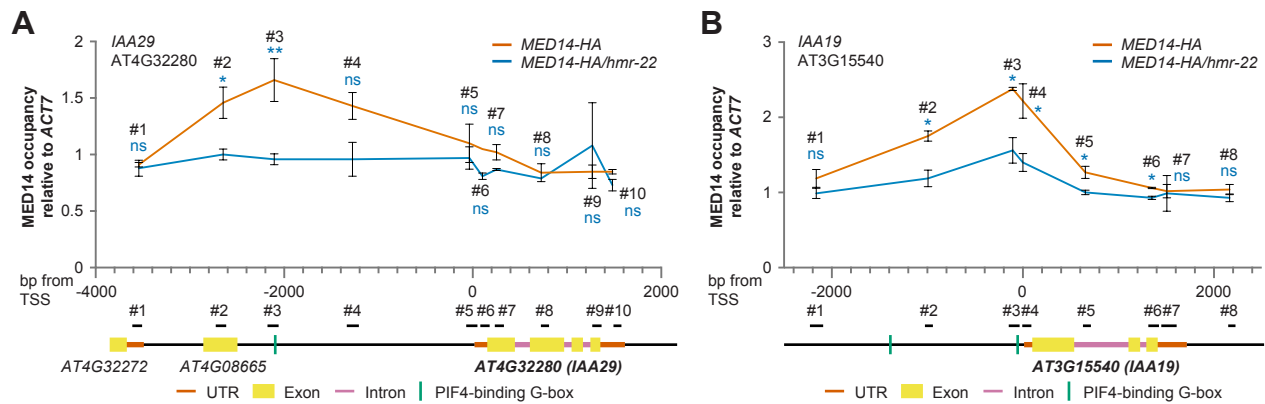

Supplemental Figure S8. The association of MED14 with thermo-induced PIF4 direct targets is reduced in the *hmr-22* mutant.

Chromatin immunoprecipitation (ChIP)-qPCR experiments compare MED14 occupancy across *IAA29* (A) or *IAA19* (B) in the presence and absence of functional HMR. *MED14-HA* and *MED14-HA/hmr-22* were grown in continuous R light ($50 \mu\text{mol m}^{-2} \text{s}^{-1}$) at 20°C for 96 h and subsequently treated at 27°C in the same light condition for 6 hours. Hemagglutinin (HA) antibodies were used to assay MED14-HA association with each gene. Values are mean $\pm$ SD from two independent samples, with data presented as the ratio of MED14-HA at *IAA*/input to MED14-HA at *ACT7* (+1912)/input. Student t-tests were used to compare the values between *MED14-HA* and other lines ($n = 2$). ****, $p < 0.0001$; ***, $p < 0.001$; **, $p < 0.01$; *, $p < 0.05$; ns, not significant ($p \geq 0.05$). The exact position of each PCR fragment is shown in the illustrations at the bottom and the primers are listed in Supplemental Table S4. The transcription start site (TSS) is the first nucleotide of the 5' untranslated region (UTR), as defined by the Araport11 genome annotation, released in June 2016. Please be noted that the reduced MED14-HA association with *IAA19* and *IAA29* promoters in the *hmr-22* background was probably caused by decreased PIF4 and MED14 levels.

Supplemental Table S1. List of T-DNA insertion lines and genotyping primers used in this study.

Accession	Gene name	Mutant name	Stock number	LP	RP ¹
AT1G11760	<i>MED2/29/32</i>	<i>med2-1</i>	SALK_023845C	TTTGCGGTATCAAATCGTTTC	CTCCACAAACTCCTCTGCTTG
AT1G11760	<i>MED2/29/32</i>	<i>med2-2</i>	SALK_028490C	TTTGCGGTATCAAATCGTTTC	CTCCACAAACTCCTCTGCTTG
AT3G09180	<i>MED3/27</i>	<i>med3</i>	SALK_012449	ACAATAACTTATGCCCCAGCC	GCAAATTAGAGAGATGCGTGG
AT3G23590	<i>MED5A/33A</i>	<i>med5a-1</i>	SALK_011621	TTGGTGCTGCCTATACCAGAC	ACCTAAGGAAACCATTGCCAC
AT3G23590	<i>MED5A/33A</i>	<i>med5a-2</i>	SALK_022477C	TTCAATAAGGTTTGCGACCAC	TTGCATTGGCAGATATTTTGC
AT2G48110	<i>MED5B/33B</i>	<i>med5b-1</i>	SALK_037472C	TGGGGTCAGTGA CTGACTACC	TTCCCAGCTGTAAAGCAACTG
AT2G48110	<i>MED5B/33B</i>	<i>med5b-2</i>	SALK_015532	TTCTCTCTCTGTCGAGCTTGC	TCTTGTTTCATCTCGGTTTAC
AT3G21350	<i>MED6</i>	<i>med6</i>	SALK_055723	AGGAGGAGCTTACGAGAGGTG	TCTTCCAATGCCGTTTGTGTTG
AT5G03220	<i>MED7A</i>	<i>med7a</i>	SALK_049958C	GAATGAATTCGGCAATTGATG	AATCGATGCAACAAACGATTC
AT5G03500	<i>MED7B</i>	<i>med7b</i>	SALK_001904	GGTTCAGGAGCAGAATCAGTG	TTGATTTAAGTCTTGCGCTCG
AT2G03070	<i>MED8</i>	<i>med8</i>	SALK_092406C	AATGTTAAAGAATGGGCCAGG	CTCAGCAAAAGTTTCAGACGG
AT1G55080	<i>MED9</i>	<i>med9</i>	SALK_115775	ATGTTGCTCTCGAAATCCATG	TGATTGTAACGACTGTGGCTG
AT5G41910	<i>MED10A</i>	<i>med10a</i>	SALK_115673C	CGAAAAGAGAAAAGGGTTCGAG	GCAGGTGTGAAAGAAGAGACG
AT1G26665	<i>MED10B</i>	<i>med10b</i>	SALKSEQ_089446.2	ACCAATCTCTTCTCCTCAGC	GTTCCCGCCTACTCAATAAGC
AT3G04740	<i>MED14</i>	<i>med14</i>	SAIL_373_C07	GCTGCAACCAGACTTGATCTC	TTTGCTCAAAATGATTCTCTGG
AT4G04920	<i>MED16</i>	<i>med16-2</i>	SALK_048091	TTGTACCAGAACTTGCTTGG	CTCATCTCTTGCAGCTCCAAG
AT4G04920	<i>MED16</i>	<i>med16-3</i>	WISCDsLox504A08	ACTCCGACCAAAAAGACTCCAC	TTACCGCTGTTGCTTTTGATC
AT5G20170	<i>MED17</i>	<i>med17</i>	SALK_102813	TAAAGCATTGCGACCAGTACC	ACAAATTTTTTACGAGCATGC
AT2G22370	<i>MED18</i>	<i>med18-1</i>	SAIL_889_C08	AAGAAGCAAGTGGAGGAAGATG	CCCACATGGTACAGCTTCTTC
AT2G22370	<i>MED18</i>	<i>med18-2</i>	SALK_027178	TCCATCCGACATAAGAGATGC	TTCGGATTTGGTCTTGTGAG
AT5G12230	<i>MED19A</i>	<i>med19a-1</i>	SALK_034955C	GAACGAGAAAAATTTGAGGCC	GCAAAAGAAATTCAGAGTGCG
AT5G12230	<i>MED19A</i>	<i>med19a-2</i>	SALK_020936	CAGGCAAGAGACTTGAGTTTCG	AATAACGCAACATTTGCAAGG
AT1G16430	<i>MED22A</i>	<i>med22a</i>	SALK_063109C	AGAATCAGCTGCTTGAACCTG	TGCTGTTATTGGCCTTTTACG
AT1G07950	<i>MED22B</i>	<i>med22b</i>	SALK_001024C	TGGTTCAACGCGAATTAAATC	TTTGGTTTCGGTAGGTGAGTG
AT1G23230	<i>MED23</i>	<i>med23-1</i>	SALK_128011	CAGCAGCTCTAATCCGTTGAC	CGTTGTTGTGTTGTTGTTGTTG
AT1G23230	<i>MED23</i>	<i>med23-2</i>	SALK_060062	CTTCTCTTCAAGACTGCCGTG	TGGAGAACCAATACCATGAGC
AT1G25540	<i>MED25</i>	<i>med25-1</i>	SALK_060450	CCAAAAAGCACTGTCGATTTTC	TCACAGCTCCAACATCATCAG
AT1G25540	<i>MED25</i>	<i>med25-2</i>	SALK_129555C	TGGAACCTGGTCCAACAGAAAC	TGCATTGGCTTTCTTCCATAC
AT1G25540	<i>MED25</i>	<i>med25-3</i>	SALK_059316C	CGATCGAGTTGACCAAAGAAG	TTTGCATCAGGCAATATGTTG
AT3G52860	<i>MED28</i>	<i>med28</i>	SALK_037570	CCAGAGAACACTCTCAGGTGG	TCAAAGCTTCGGTTTCAACTG
AT5G63480	<i>MED30</i>	<i>med30</i>	SALK_117444	TGAAACCTTCATGAGATTGCC	AGCATCTGAAATGCAAAATGG
AT5G19910	<i>MED31</i>	<i>med31</i>	SALK_051025	CAACTTCAGGACTGCTATGGC	AACAAGTGCAACATGGAAACC
AT5G48630	<i>CYCCA</i>	<i>cycCa</i>	SAIL_102_B02	ATGACCCTTTGAACAATGCTG	GTAGCAAGTTTGTGTAAGGCG
AT5G48640	<i>CYCCB</i>	<i>cycCb</i>	SALK_053291C	AGAACCGTTGTCGTCGATATG	TGCCAATTTCTGGAATTCATC
AT5G48630/AT5G48640	<i>CYCCA/B</i>	<i>cycCa/cycCb</i>	SALK_039400C	TAATGTGTTGTGCCAGTTTCG	CTATTTTCCGTGTTTCAGGGG

¹LP and RP are left and right genomic primers used for detecting the wild-type band; RP and a left border primer are used for detecting the T-DNA insertion. The left border primers for SALK lines, SAIL lines, and WiscDsLox collections are Lba1 (TGGTTCACGTAGTGGCCATCG), LB3s (TAGCATCTGAATTCATAACCA), and p745 (GTCCGCAATGTGTTATTAAGTTGTC), respectively.

Supplemental Table S2. Primers used for plasmid construction.

Accession	Gene name	Vector	Forward primer	Reverse primer
AT3G04740	<i>MED14</i>	pCHF1-(PT) ₄ P-3xHA	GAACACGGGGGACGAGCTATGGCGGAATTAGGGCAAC	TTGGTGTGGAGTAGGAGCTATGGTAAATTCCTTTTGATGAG
AT3G04740	<i>MED14</i>	pCMX-PL2-NterHA	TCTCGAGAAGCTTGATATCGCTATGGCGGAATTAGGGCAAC	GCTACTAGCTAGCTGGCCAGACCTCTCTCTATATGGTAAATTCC
AT2G43010	<i>PIF4</i>	pET42b	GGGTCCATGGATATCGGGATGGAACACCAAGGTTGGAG	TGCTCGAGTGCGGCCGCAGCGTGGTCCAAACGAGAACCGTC
AT2G43010	<i>PIF4</i>	pDOE-01 (MCSI)	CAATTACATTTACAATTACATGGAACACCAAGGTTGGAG	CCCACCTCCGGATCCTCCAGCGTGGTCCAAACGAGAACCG
AT3G04740	<i>MED14</i>	pDOE-01/PIF4 (MCSIII)	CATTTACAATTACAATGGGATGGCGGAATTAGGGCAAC	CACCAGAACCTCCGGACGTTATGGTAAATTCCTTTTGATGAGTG

Supplemental Table S3. RT-qPCR primers for the genes examined in this study.

Accession	Gene name	Forward primer	Reverse primer
AT1G13320	<i>PP2A</i>	TATCGGATGACGATTCTTCGTGCAG	GCTTGGTCGACTATCGGAATGAGAG
AT2G43010	<i>PIF4</i>	AACCAGATCATCTCCGACCGGTTT	TCCCGCCGGTGAACTAAATCTCAA
AT2G34640	<i>HMR</i>	CCAGTAATTGTATTGTGCAGAGAC	CACTTACATCACCATCTCCATC
AT4G28720	<i>YUC8</i>	TGAAACAAAACAACCCACGA	TTGATTGCTTTGGGTCTTC
AT3G15540	<i>IAA19</i>	ATCGGTGTGGCCTTGAAAG	AACATCCCCCAAGGTACATC
AT4G32280	<i>IAA29</i>	CACCATCATTGCCCCGTATCA	CCACAGTAGCCGTTGTTGGA
AT5G07010	<i>ST2A</i>	TGCAACTTTCTTAGAGCTTCC	AGTTCTTGATCGACTTGTTTGAC
AT5G02760	<i>APD7</i>	CGTTATCCAGGTCACAAGATC	CGCACTAAGGATTGGCTTAG
AT3G59900	<i>ARGOS</i>	GAACAACCGAGTCATGGACG	AAACTCCGCCGTAACCTTG
AT1G24580	<i>RING</i>	CCGAGACTGAATCTTCCATG	CACCTTTCTCTTCTTCTTCCTC
AT1G11080	<i>SCPL31</i>	AATTGGACTGGTTCAAACCC	CGCAAGTACTGGAACCTTTC
AT5G58310	<i>MES18</i>	CACCATCATTGCCCCGTATCA	CCACAGTAGCCGTTGTTGGA
AT3G04740	<i>MED14</i>	AGTGACAAGACGGCATATCC	CGAAGCGAATTGCATCTTTC

Supplemental Table S4. ChIP-qPCR primers for the genes examined in this study.

Accession	Gene name	Number	Position ¹	Forward primer	Reverse primer
AT3G15540	<i>IAA19</i>	#1	+2163	CCAGATATTCACCTGATTCTCC	ATGTTCCCACGTCCATAAGC
AT3G15540	<i>IAA19</i>	#2	+992	TCTTTGGGAATTTGGTTTACC	CATATCATATGGATTGAATTTGTAC
AT3G15540	<i>IAA19</i>	#3	+104	CATCCTCAGTTGACCTGTCTC	AACCAATCCAATATCGACACG
AT3G15540	<i>IAA19</i>	#4	+1	TTCATTGGTTGTATCGTGTGG	AACTTTCTTCTCCTACACTTCTC
AT3G15540	<i>IAA19</i>	#5	+655	GAGTGTGTAGTCTTGTAGACG	GGTGTGGTTTGGTTGTAGAC
AT3G15540	<i>IAA19</i>	#6	+1350	CTAGAGTCATGCAAGAGGTTG	GCTCCTTGCTTCTTGTTCAG
AT3G15540	<i>IAA19</i>	#7	+1509	TTGATCATCAAGATCCTTTAGAAC	CAACACTCAAGAAACAAGTAGTG
AT3G15540	<i>IAA19</i>	#8	+2164	TGCACATCTTGCTTTTGATAG	AACTAGGTTGACATACCGAAC
AT4G32280	<i>IAA29</i>	#1	-3541	CTCGTCTTCGTCTTCGTTCCG	GTGTCCTCTACGGTCAGTATC
AT4G32280	<i>IAA29</i>	#2	-2648	AGACAGTAAGCCAAATCTGTC	TGGGAGACAAATAAGTGTTACG
AT4G32280	<i>IAA29</i>	#3	-2105	AGCCCATTACTTCAGTGGTC	CAACCAAGCAGAAGAGAGTAG
AT4G32280	<i>IAA29</i>	#4	-1274	GCAACTGATGAAGTCAATACTTG	AGTAATACTCCTAGCAAACCTCTG
AT4G32280	<i>IAA29</i>	#5	-34	CCACATCTATATTTGTGTGGGTTAC	AGTAAAAGGAAATGGGGGCAG
AT4G32280	<i>IAA29</i>	#6	+103	CAGCAATCAACACCAACGAAC	CCATTTCTAAGGCAGCTTCGTC
AT4G32280	<i>IAA29</i>	#7	+253	ACTTTGACCTCAACAAGCATTG	ATTCCCTAACCCAAACGTCG
AT4G32280	<i>IAA29</i>	#8	+728	CACCATCATTGCCCGTATCA	CCACAGTAGCCGTTGTTGGA
AT4G32280	<i>IAA29</i>	#9	+1269	GGATCTTTGCGGAATCTGTTT	TCCGATTTGAACGCCTATCC
AT4G32280	<i>IAA29</i>	#10	+1483	CCATGGCTAACACATGGAC	ATCAGCTAGTCTGTCTTTGAC
AT5G09810	<i>ACT7</i>	#1	+1912	TGCTGACCGTATGAGCAAAG	TGATCCTCCGATCCAGACAC

¹The position of each PCR fragment is defined as the distance (base pairs) between the central nucleotide of the fragment to the transcription start site (TSS) defined by the Araport11 genome annotation, released June 2016 (usually the first nucleotide of the 5'UTR). Positions upstream of the TSS are labeled “-“ and downstream ones “+”.

How the deposited data were processed for this re-analysis (not part of the article)

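The authors deposited one table of FPKM values for 27655 genes in 32 libraries, made from reads they mapped to TAIR10 with a strand-specific protocol in CLC Genomics Workbench, per the paper's methods. All 32 libraries were used, and no column of per-sample values was left out. The plan fixed before the files were seen assumed counts. The deposited values are FPKM, so the planned test of counts was replaced by limma on log2(FPKM + 0.25) once the unit was known and before any result was seen.

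Of the 27445 nuclear genes, 27438 have the same start and end in the reference used here. Exon lengths from that reference and a single total per library brought 99.22 to 99.28% of the values within 0.05 of a whole number of fragments, up to 1000 fragments, which gave the depth of each library. Organelle genes have no recovered fragments and were left out of the alternatives that use them. Symbols of 1825 genes came from the reference.

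Genes with FPKM of at least 0.5 in at least 4 libraries were kept, which left 19937. Scaling was an unweighted trimmed mean of M values on the kept FPKM values, with 30% of M and 5% of A trimmed from each end. The model had 8 group means, with empirical Bayes variances that follow a trend and are robust. P values were adjusted by Benjamini-Hochberg within each comparison. Changes with temperature and between genotypes were called at an adjusted p under 0.001, a fold of at least 2, and a larger group mean FPKM over 1. Differences of the response to warmth were called at an adjusted p under 0.05.

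Gene lists were 21, fixed before the data were examined: auxin synthesis, Aux/IAA, GH3, SAUR, brassinosteroid and PRE/BEE, ethylene synthesis, PIF and shade, expansins, XTH, lignin, anthocyanin, heat shock, cold, clock, salicylic acid and defence, root hair, light harvesting and RBCS, seed, Mediator, and plastid genes transcribed by the plastid-encoded or by the nuclear-encoded polymerase. All plastid and all mitochondrial genes made 23. They were tested with camera at a preset correlation of 0.01, and again with an estimated correlation.

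Genes were named by rule: the 14 genes of the paper, the 10 largest rises and 10 largest falls of each warm comparison and difference that passed and have a symbol, up to 4 members of each list that passed, and any member of a count of at most 5. This gave 245 genes. When the rule was written, the values of the paper's Data Sets 1, 3, and 4 for Col-0 had been seen.

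Whether replicates with the same number are paired was looked at before the calls with a replicate block were compared. All 4 correlations of same-number replicates were over 0.1 in 3 of 28 group pairs, with a mean of 0.0812 for the same number and −0.027 for others, so no block was used in the main setting.

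Alternatives planned were median-ratio scaling, no scaling, scaling without organelle genes, no filter, a replicate block, a fit of only the groups compared, other thresholds, exact permutation tests, an estimated correlation for the lists, and each library left out in turn. Chosen after the data were seen were pseudocounts of 0.1 and 1 FPKM, a weight for each library, voom on the recovered fragments, voom on the groups compared, quantile normalization, and a fit without the libraries labelled *hmr-22*. Of the paper's Data Set 4, the shortened lists of 2 studies were not used. Tools were R 4.3.3, limma 3.58.1, statmod 1.5.0, and Python 3.11.15.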

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

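Of the tests in this part, those on scaling, on *HMR*, and on *MED14*, and the spread of the plastid test, were chosen after the results were seen, and those on library complexity, on plastid transcription, and on splits of the libraries were chosen before.

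Some libraries stood apart from the other 3 of their group. In *med14* at 27°C, replicate 1 had 55.95% of its fragments in the listed nuclear genes (others 91.54 to 95.78%) and 20.68 FPKM of *PP2A*. In *hmr-22* at 20°C, replicate 2 had 1.69 FPKM of *YUC8*, 7.279 of *PIF4*, 1.425 of *APD7*, and 0.03155 of *SCPL31*. *SCPL31* also stood apart at 4.341 in Col-0 27°C replicate 2 and at 3.066 in *pif4-2* 27°C replicate 1. These are 8 of 144 groups of 4 values, where chance gives 5.2%, but 4 of the 8 fall in *hmr-22* 20°C replicate 2, which also stood apart on the first principal component (147.152, others 185.087 to 188.873), so that library differs from its group. No library was left out.

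The response to warmth was lower than in Col-0 for 188 genes and higher for 308 in *pif4-2*, for 3296 and 5773 in *hmr-22*, and for 872 and 405 in *med14*. Among 100 splits of the genotype labels within each temperature, at least as many genes were called, the real one included, in 2 and 4 for *pif4-2* (highest other 2012 and 1219), 11 and 4 for *hmr-22* (8548 and 8418), and 2 and 3 for *med14* (957 and 518). The share of such splits was largest for the 3296. Splits that call many more genes than the real one mix genotypes across temperatures and so carry the difference between genotypes. That is a structure of the samples and not chance, so the splits exclude chance for none of these counts. Nor do they show that the 3296 come from chance. In a simulation, 50 genes were changed at each of the folds 2, 4, 0.5, and 0.25. For the difference of *hmr-22* from Col-0, 79 unchanged genes were called beside 39, 50, 37, and 50 changed ones. For *pif4-2* and *med14*, 0 unchanged genes were called. The limit of an adjusted p under 0.05 thus let through more false calls than it should for *hmr-22* in that simulation.

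For the calls between 2 groups, the real grouping was the 1 of 35 splits with the most genes in every case. This is the smallest share that 35 splits allow, and it was looked at for many counts. The splits thus go against chance without excluding it for each count. The highest other split called 668 where 2746 were induced in *hmr-22*, 392 where 1654 were repressed, 1 where 539 were repressed in *pif4-2*, and 2 of the 9882 between *hmr-22* and Col-0 at 20°C. It called 0 for all others. For genes called in Col-0 alone, only the Col-0 libraries were split. The 0 there follows from no gene being called in Col-0, and does not bear on the mutants. For the −log10 p of the share of PIF4-bound genes the highest other split gave 0 against 5.66801. No other split had called genes whose share could be tested, so the splits cannot tell whether that share is chance.

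Between genotypes, 156 genes differed from Col-0 in *pif4-2*, 9882 in *hmr-22*, and 390 in *med14* at 20°C, and 893, 9504, and 644 at 27°C. The 156 (135 higher and 21 lower) ran from 37 to 242 with a library left out, and became 24 higher and 31 lower without rescaling, so neither the count nor its direction is stable. *HMR* in *hmr-22* had a log2 difference of −4.75 at 20°C and −3.90 at 27°C, and *MED14* in *med14* one of 0.7261 at 20°C.

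Differences of the response from Col-0 in *pif4-2*, *hmr-22*, and *med14* were −1.83, −1.41, and −1.62 for *YUC8*, −1.85, −4.37, and −1.5181 for *IAA19*, −2.82, −2.38, and −3.06 for *ST2A*, −1.94, −1.59, and −2.06 for *APD7*, −2.32, −3.13, and −2.23 for *ARGOS*, 1.34, 2.77, and 1.35 for *SCPL31*, and 2.02, 1.84, and 2.77 for *MES18*. For *IAA29* they were −1.80 in *pif4-2* and −2.59 in *hmr-22*, and for *PIF4* −1.61 in *pif4-2* and −1.08 in *med14*. In *hmr-22* alone they were 0.85 for *HMR*, 1.46 for *MED14*, 1.35 for *RING*, and 0.62 for *PP2A*. In *hmr-22* at 20°C, *SCPL31* was at 0 to 0.0316 and *MES18* at 0 to 0.159 FPKM, so neither could fall there.

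Lists that differed with an estimated correlation had median differences, in *pif4-2*, of −0.774 (GH3), −0.369 (brassinosteroid), and −0.767 (ethylene). In *hmr-22* these were −2.98 (SAUR), −0.602 (brassinosteroid), and −2.11 (expansins). In *med14* they were −0.434 (Aux/IAA), −0.809 (GH3), −1.35 (SAUR), −0.324 (brassinosteroid), −1.17 (ethylene), −0.624 (PIF and shade), and −1.26 (light harvesting).

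More genes were induced than repressed at 27°C when FPKM was not rescaled. Fragments outside the listed genes lower every FPKM of a library, and within groups the scaling factor followed the share of fragments in listed nuclear genes (r = 0.9111, rank correlation 0.8834, r = 0.8165 without the 2 farthest libraries). Both measures come from the same FPKM values, so this correlation could hardly fail. It lies within groups and does not test the excess between temperatures. In Col-0 the share was 68.0 to 82.8% at 20°C and 91.9 to 93.0% at 27°C. How much of the excess this accounts for was not tested. The test does not show what the other fragments are.

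About 0.5 of the tested genes differed between *hmr-22* and Col-0, and *HMR* was nearly absent from the libraries labelled *hmr-22*. Of the most highly expressed 25% of genes, where few fragments are not the limit, 62.41% were called, against 49.57% of all. This argues against low complexity as the whole cause without excluding it, since the shared spread eases calls in *hmr-22*. Of the lowest 25%, 25.32% were called, but the limit of FPKM over 1 holds calls back there. At 20°C fewer genes were above 0 in *hmr-22* than in Col-0 (18044 and 21305). The mean ratio of genes with 1 fragment to genes with 2 was also lower (0.987 and 1.75). Scaling by a common factor is excluded, since no common log2 shift from −3 to 3 left fewer than 48.65% of genes called. At 20°C both plastid lists were lower in *hmr-22* (medians −2.05 for the plastid-encoded and −4.06 for the nuclear-encoded polymerase). Loss of HMR would lower the plastid-encoded list more, and it was lowered less, by 2.0176 (standard error over libraries 0.38). At 27°C the plastid-encoded list was higher than in Col-0 (median 2.00) and the nuclear-encoded list lower (median −1.41). Plastid transcripts are measured poorly here. A swap with another genotype is excluded, since the lowest *HMR* FPKM elsewhere was 14.25 and the highest here was 1.306, which cannot tell whether the seed carried another allele.

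*MED14* was not lower in the libraries called *med14*, whose labels read *med14-2*, and whether this is the line that the paper names *med14* was not tested. A swap of the 27°C libraries with Col-0 is excluded, since the response of *IAA19* in *med14* differed by −1.5181. This value cannot tell whether the 20°C libraries alone were swapped, since *IAA19* at 20°C was at 3.62 FPKM in *med14* and 4.39 in Col-0. Such a swap would leave *MED14* at 27°C as it is, at 9.86 FPKM in *med14* and 8.65 in Col-0. Scaling is excluded, since the log2 difference at 20°C was 0.782 without it. The ratio of 1.745 to Col-0 at 20°C cannot tell whether the fragments come from a part of the gene that the insertion leaves transcribed.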

How the results depend on the processing

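The planned edgeR test of counts was replaced by limma, and the planned DESeq2 test was not run, because the values are FPKM. The cause of the changes below was not tested. Counts are induced and repressed, or lower and higher, unless said.

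No TMM changed the split of every warm comparison. It gave 1712 and 286 (Col-0 induced at 27C, Col-0 repressed at 27C), 2150 and 170 (pif4-2 induced at 27C, pif4-2 repressed at 27C), 6664 and 530 (hmr-22 induced at 27C, hmr-22 repressed at 27C), 912 and 291 (med14 induced at 27C, med14 repressed at 27C), 502 (Col-0-only induced at 27C), 158 (warm response higher in pif4-2 than in Col-0), 5 (Col-0-only repressed with a tested difference in all 3 mutants), and 55 (pif4-2 against Col-0 at 20C). MED14 in hmr-22 against Col-0 at 20C was −2.09 (adjusted p = 6.09e-11), and MED14 in hmr-22 against Col-0 at 27C was −0.43 (adjusted p = 0.0814), a reversed direction. Median-ratio scaling gave −0.46 (adjusted p = 0.0333) at 20°C. The exact permutation test of the deposited FPKM gave −2.22 and −0.42 (p = 0.0286 for both), reversed at 27°C.

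The fit of only the groups compared gave 1020 (hmr-22 induced at 27C), 286 and 318 (Col-0-only induced at 27C, Col-0-only repressed at 27C), 683 and 1166 (warm response lower in pif4-2 than in Col-0, warm response higher in pif4-2 than in Col-0), 1685 and 1309 (warm response lower in med14 than in Col-0, warm response higher in med14 than in Col-0), 89 and 38 (Col-0-only induced with a tested difference in all 3 mutants, Col-0-only repressed with a tested difference in all 3 mutants), and 247 (pif4-2 against Col-0 at 20C).

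An adjusted p under 0.05 with no fold or FPKM limit gave 1901 and 3015 (Col-0 induced at 27C, Col-0 repressed at 27C), 2756 and 3169 (pif4-2 induced at 27C, pif4-2 repressed at 27C), 7430 and 4738 (hmr-22 induced at 27C, hmr-22 repressed at 27C), 1576 and 2841 (med14 induced at 27C, med14 repressed at 27C), 2304, 15584, and 2620 (pif4-2 against Col-0 at 20C, hmr-22 against Col-0 at 20C, med14 against Col-0 at 20C), and 6189, 15101, and 2733 (pif4-2 against Col-0 at 27C, hmr-22 against Col-0 at 27C, med14 against Col-0 at 27C). The paper's thresholds for the difference gave 30 and 42 (warm response lower in pif4-2 than in Col-0, warm response higher in pif4-2 than in Col-0), 1334 and 2331 (warm response lower in hmr-22 than in Col-0, warm response higher in hmr-22 than in Col-0), and 296 and 67 (warm response lower in med14 than in Col-0, warm response higher in med14 than in Col-0). An estimated correlation left 21 of 161 tests of a gene list in a comparison called, and the preset correlation 82.

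With the replicate number as a replicate block, 462 were Col-0 induced at 27C and 619 Col-0 repressed at 27C.

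These were chosen after the data were seen. Pseudocount 0.1 gave 6 (Col-0-only repressed with a tested difference in all 3 mutants). A weight for each library gave 681 (Col-0 induced at 27C), 1061 (pif4-2 induced at 27C), 500 and 875 (med14 induced at 27C, med14 repressed at 27C), 285 and 294 (Col-0-only induced at 27C, Col-0-only repressed at 27C), 2423 and 2604 (warm response lower in pif4-2 than in Col-0, warm response higher in pif4-2 than in Col-0), 2653 and 2093 (warm response lower in med14 than in Col-0, warm response higher in med14 than in Col-0), 117 and 82 (Col-0-only induced with a tested difference in all 3 mutants, Col-0-only repressed with a tested difference in all 3 mutants), 452 and 656 (pif4-2 against Col-0 at 20C, med14 against Col-0 at 20C), and 1620 and 1014 (pif4-2 against Col-0 at 27C, med14 against Col-0 at 27C). Voom gave 358 and 595 for the differences of *pif4-2* and 723 higher in *med14*. Quantile normalization gave 1447 (hmr-22 induced at 27C), 447 and 583 for the differences of *pif4-2*, 734 higher in *med14*, 101 and 28 with a difference in all 3 mutants, and ACT7 warm Col-0 log2 change 0.51, a reversed direction. Voom on the groups compared gave 1188 (hmr-22 induced at 27C), 338 and 321 for Col-0 alone, 780 and 1017 and 1629 and 1261 for the differences of *pif4-2* and *med14*, 24 repressed with a difference in all 3, and 261 and 634 against Col-0 at 20°C. Without the *hmr-22* libraries these were 901 (pif4-2 induced at 27C), 714 and 1180, 1575 and 1114, and 295 (pif4-2 against Col-0 at 20C).

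With each library left out, counts ran 352 to 416 and 485 to 571 (Col-0 induced at 27C, Col-0 repressed at 27C), 131 to 199 and 140 to 210 (Col-0-only induced at 27C, Col-0-only repressed at 27C), 122 to 212 and 200 to 332 (warm response lower in pif4-2 than in Col-0, warm response higher in pif4-2 than in Col-0), 694 to 956 and 307 to 382 (warm response lower in med14 than in Col-0, warm response higher in med14 than in Col-0), 34 to 66 and 5 to 18 (Col-0-only induced with a tested difference in all 3 mutants, Col-0-only repressed with a tested difference in all 3 mutants), and 37 (without *pif4-2* 20°C replicate 4) to 242 (without replicate 2) for pif4-2 against Col-0 at 20C, where 7 of 8 libraries moved the 156. The lowest of the others were 65, 50, and 46 without Col-0 20°C replicates 1, 2, and 3, and 49 without *pif4-2* replicate 1 or 3. The 35 came without Col-0 27°C replicate 4. MED14 in hmr-22 against Col-0 at 20C ran from −0.52 to −0.0715 and was −0.45 and −0.52, with an adjusted p under 0.05 but less than 2-fold, without *hmr-22* 20°C replicates 2 and 3.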

Differences from the paper's values

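A count is near the paper's if the larger is at most 1.5 times the smaller, and a log2 value if they are within the larger SD (0.426 for *IAA29* in Col-0). In Col-0, 447 genes were induced here and 828 in the paper, and 597 were repressed here and 938 in the paper. Of the alternatives set before the data were examined, only the fit of only the groups compared comes near, with 577 and 780. Median-ratio scaling (504 and 549), no TMM (1712 and 286), TMM without plastid and mitochondrial genes (449 and 594), no filter on low values (437 and 575), the replicate block (462 and 619), an adjusted p under 0.05 with no fold or FPKM limit (1901 and 3015), no FPKM limit (475 and 622), and each library left out (352 to 416 and 485 to 571) do not. These are the results Col-0 induced at 27C and Col-0 repressed at 27C. Chosen after seeing the values were a weight for each library (681 and 834, dropping 174 and 135 genes that the paper calls), voom (572 and 733, dropping 263 and 234), quantile normalization (588 and 719, dropping 328 and 272), voom on the groups compared (636 and 808, dropping 198 and 166), and the fit without the *hmr-22* libraries (599 and 777, dropping 235 and 178). The main setting drops 386 and 348.

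Col-0-only induced at 27C was 186 here and 324 in the paper. The fit of only the groups compared gave 286. Median-ratio scaling (214), no TMM (502), TMM without organelle genes (185), no filter (179), the replicate block (186), and each library left out (131 to 199) do not come near. Chosen after seeing the values, a weight for each library gave 285 (dropping 96), voom 238 (dropping 127), quantile normalization 251 (dropping 154), and voom on the groups compared 338 (dropping 84).

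The paper's Figure 3A shows about 1800 genes for hmr-22 induced at 27C, against 2746 here. Median-ratio scaling (2336) comes near, as does each library left out except 20°C replicate 2 (3100) and 27°C replicate 2 (2964). No TMM (6664), no organelle genes in TMM (2753), no filter (2740), the replicate block (2757), only the groups compared (1020), no limits (7430), and no FPKM limit (3459) do not. Chosen after seeing the values, pseudocount 1 (2104), library weights (2154), voom (2300), and quantile normalization (1447) come near. It shows about 1200 for pif4-2 induced at 27C, against 598 here, and no alternative set before comes near (median-ratio 698, no TMM 2150, 599, 586, 609, 697, 2756, 640, and 480 to 554 with a library left out). Library weights (1061) and the fit without the *hmr-22* libraries (901), chosen after seeing the values, do. It shows about 690 for med14 induced at 27C, against 323 here, and only no TMM (912) comes near (others 379, 324, 317, 328, 348, 1576, 346, and 249 to 292). Library weights (500) and the fit without the *hmr-22* libraries (462), chosen after seeing the values, do. The dropped genes of the mutants could not be counted, since those lists are shortened in the copy used here.

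For IAA29 log2 change at 27C in Col-0, the paper's value is 2.06 and that here 1.56. No TMM (2.08), only the groups compared (1.67), and leaving out Col-0 20°C replicate 4 or 27°C replicate 2 come near, and median-ratio scaling (1.61), no organelle genes in TMM (1.55), no filter (1.56), and the block (1.56) do not. Chosen after seeing the values, voom gave 2.04 and pseudocount 0.1 gave 1.83. In *hmr-22* the paper's value for *IAA29* is −2.48 and that here −1.04, with −1.02 by median-ratio scaling and −0.49 without TMM, and voom, chosen after, gave −2.29. *IAA29* is at 0 in 1 of the 4 *hmr-22* libraries at 20°C and in 2 of the 4 at 27°C, so the pseudocount pulls this log2 value toward 0, and the ratio of the group means is 0.313 in the deposited and 0.189 in the scaled FPKM. For SCPL31 log2 change at 27C in *hmr-22* the paper's value is 3.06 and that here 0.99. It was 0.91 by median-ratio scaling, 0.67 without TMM, 0.81 to 1.18 with a library left out, and after seeing the values 1.99 by voom and 1.68 with pseudocount 0.1. *SCPL31* is at 0 in 3 of the 4 *hmr-22* libraries at 20°C, so the pseudocount sets this log2 value, and the ratio of the group means is 21.6 in the deposited and 16.5 in the scaled FPKM.

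The paper calls *IAA29*, *RING*, and *MES18* in Col-0, and the main setting does not (adjusted p = 0.00145, 0.00139, and 0.00312 from limma). The fit of only the groups compared calls *IAA29* and *RING*, and leaving out Col-0 20°C replicate 3 calls *MES18*. The cause of these differences was not tested.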

Other observations

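Many light harvesting and *RBCS* genes fell with warmth in the libraries labelled *med14-2* (here *med14*) and *hmr-22*, and few did in Col-0 or *pif4-2*. In each of *med14* and *hmr-22*, 12 of 18 fell and 6 did not pass (18 and 17 fell when adjusted over the list alone), while in Col-0 1 rose and in *pif4-2* none passed (4 rose and 5 fell in Col-0 and 3 fell in *pif4-2* when adjusted over the list alone). The fall of the list lost its call with an estimated correlation in *med14* (adjusted p = 0.107) and in *hmr-22* (adjusted p = 0.218). *LHB1B1* (AT2G34430, chromosome 2, 14524607 to 14525918) went from an FPKM of 2317 ± 497 to 157 ± 43 in *med14* (SD, n = 4) and from 671 ± 174 to 1252 ± 241 in Col-0, a difference of −4.64 in response (adjusted p = 2.02e-09 from limma). Without rescaling, the median of the list was −0.32 in *hmr-22* and −0.86 in *med14*. Near-identical copies share fragments, so single members are uncertain. The difference of the list from Col-0 kept its call with an estimated correlation in *med14* (adjusted p = 0.0232) and not in *hmr-22* (adjusted p = 0.245). The paper does not report this.

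Clock genes rose with warmth in *hmr-22*, 7 of 11 with 4 not past the thresholds (10 rose when adjusted over the list alone; adjusted p = 0.131 with an estimated correlation, so the call of the list was lost), with *LHY* at a log2 change of 2.44, and the response was higher than in Col-0 for 8 (adjusted p = 0.0827 with an estimated correlation). Of 84 plastid genes, 22 fell in *pif4-2* (68 when adjusted over the list alone) and none in Col-0 (16 when adjusted over the list alone), but the response of *pif4-2* differed from that of Col-0 for none. The response was higher in *hmr-22* for 49. Neither plastid call held (adjusted p = 0.331 and adjusted p = 0.783 with an estimated correlation). Polyadenylated RNA was selected, so plastid transcripts are measured poorly.

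Lists not treated elsewhere were these, in Col-0. Of 20 PIF and shade genes, 4 rose and 16 did not pass (10 rose and 2 fell when adjusted over the list alone; adjusted p = 0.0656 with an estimated correlation). Of 11 clock genes, 1 rose and 2 fell. Of 60 mitochondrial genes, 10 fell (32 when adjusted over the list alone; adjusted p = 0.155 with an estimated correlation). None passed among 8 genes of auxin synthesis, 11 of salicylic acid and defence, 9 of seed, 25 of Mediator, 9 plastid genes of the plastid-encoded polymerase, and 7 of the nuclear-encoded one (1, 3, 1, 1, 0, and 0 rose and 0, 0, 1, 0, 6, and 1 fell when adjusted over the list alone). Over all lists and comparisons, 82 of 161 were called with the preset correlation and 21 with an estimated one.

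In a test with known changes, 100% of 4-fold changes were found in Col-0. Of 2-fold rises and falls 42 and 24% were called, but a call needs an estimate of at least 2-fold, so these do not measure power.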
